# Enriched conditioning expands the regenerative ability of sensory neurons after spinal cord injury via neuronal intrinsic redox signaling

**DOI:** 10.1038/s41467-020-20179-z

**Published:** 2020-12-21

**Authors:** Francesco De Virgiliis, Thomas H. Hutson, Ilaria Palmisano, Sarah Amachree, Jian Miao, Luming Zhou, Rositsa Todorova, Richard Thompson, Matt C. Danzi, Vance P. Lemmon, John L. Bixby, Ilka Wittig, Ajay M. Shah, Simone Di Giovanni

**Keywords:** Neuroscience, Spinal cord injury

## Abstract

Overcoming the restricted axonal regenerative ability that limits functional repair following a central nervous system injury remains a challenge. Here we report a regenerative paradigm that we call enriched conditioning, which combines environmental enrichment (EE) followed by a conditioning sciatic nerve axotomy that precedes a spinal cord injury (SCI). Enriched conditioning significantly increases the regenerative ability of dorsal root ganglia (DRG) sensory neurons compared to EE or a conditioning injury alone, propelling axon growth well beyond the spinal injury site. Mechanistically, we established that enriched conditioning relies on the unique neuronal intrinsic signaling axis PKC-STAT3-NADPH oxidase 2 (NOX2), enhancing redox signaling as shown by redox proteomics in DRG. Finally, NOX2 conditional deletion or overexpression respectively blocked or phenocopied enriched conditioning-dependent axon regeneration after SCI leading to improved functional recovery. These studies provide a paradigm that drives the regenerative ability of sensory neurons offering a potential redox-dependent regenerative model for mechanistic and therapeutic discoveries.

## Abstract (web summary)

Pre conditioning injury or environmental enrichment have been shown to promote axon regeneration. Here the authors show that environmental enrichment, combined with preconditioning injury promotes regeneration via a redox signalling dependent mechanism.

## Introduction

Axon regeneration is severely limited following a spinal cord injury (SCI) in the adult mammalian central nervous system (CNS) leading to permanent impairment of sensory and motor function^1,2^. Previous approaches used to identify molecular pathways and targets involved in axon regeneration include the study of (i) developmental pathways^3–8^, (ii) molecular screening in invertebrates and non-mammalian vertebrates^9–12^, and (iii) injury-dependent mechanisms including the well-established conditioning lesion paradigm^13–17^.

Axon regeneration after a conditioning lesion is elegantly displayed in sensory dorsal root ganglia (DRG) neurons. The pseudounipolar anatomy of DRG neurons allows them to convey afferent information from the periphery to the spinal cord and supraspinal structures. The regenerative potential of DRG neurons after a peripheral nerve injury or a SCI is enhanced by a prior injury of the peripheral axon: this phenomenon is known as the conditioning lesion. It was first characterized in the sciatic nerve over forty years ago^18^ and in the spinal cord in the 80s and 90s^19,20^. Ever since, the conditioning lesion paradigm has been the gold standard for sensory neuron regeneration and led to the discovery of multiple regenerative signaling pathways^21–24^. However, the extent of axon regeneration elicited by the conditioning lesion is limited, especially in the spinal cord, where primed sensory neurons are still unable to regenerate large numbers of axons beyond the injury site^19^.

Recent pre-clinical and clinical studies have shown that increasing the activity of sensory afferent axons following SCI is critical to sensory and motor recovery^25–29^. Therefore, extending the regenerative potential of these axons might be an important step towards improved functional recovery. We recently found that injury-independent approaches can also prime and enhance the regenerative potential of injured neurons. Exposing rodents to environmental enrichment (EE) rather than standard housing (SH) before axonal injury enhances the regenerative ability of DRG neurons via activity-mediated CREB-binding protein-dependent histone acetylation, which increases the expression of genes associated with the regenerative program^30^. This increase was comparable to the one observed after performing a conditioning sciatic nerve axotomy (SNA) prior to the SCI^30^. Therefore, both injury-dependent and -independent mechanisms can prime sensory neurons, leading to an increased axon regeneration after a SCI. However, it is not known whether their combination might be additive or synergistic, further propelling axon regeneration.

We developed a superior regenerative paradigm by combining EE with SNA (conditioning lesion) before a SCI. Coupling EE and SNA elicited an additive effect to the regenerative potential of sensory DRG neurons, significantly enhancing axon regeneration well beyond the spinal injury site. This regenerative model, which we call enriched conditioning, exhibits superior regenerative ability compared to EE or conditioning SNA alone. Mechanistically, we found that protein kinase c (PKC)-dependent phosphorylation of the transcription factor (TF) signal transducer and activator of transcription 3 (STAT3) induces its binding on hyperacetylated regions of the NADPH oxidase 2 (NOX2) promoters. This triggers the expression of the NOX2 complex enhancing redox signaling. NOX2 deletion in DRG neurons in vivo demonstrated that intrinsic NOX2 expression is required for enriched conditioning-dependent redox signaling and axonal regeneration. Lastly, NOX2 overexpression in DRG neurons promotes regeneration of sensory axons and functional recovery after SCI.

## Results

### Combining EE with SNA (enriched conditioning) primes DRG neurons for regeneration after SCI

We first examined whether the SNA and EE-dependent regenerative ability of DRG sensory axons would implicate similar or distinct regenerative mechanisms. Comparing the gene expression profiles in DRG following pre-exposure to EE or SNA based upon a previously published^30^ and a recently generated dataset, we found that the two conditions generated remarkably different sets of differentially expressed (DE) genes (*P*-value < 0.05) (Supplementary Fig. 1A and Supplementary Data 1) and Gene Ontology (GO) pathways (Supplementary Fig. 1B and Supplementary Data 2 and 3) (*P*-value < 0.05). Therefore, we hypothesized that combining the two conditions (EE + SNA) would result in an additive regenerative effect. 

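RNA from whole sciatic DRG of mice in standard housing with sham surgery (SH Sham), in standard housing with SNA (SH SNA) and in EE with sham surgery (EE Sham) was sequenced, with 3 samples per group and the ganglia of 2 mice pooled in each sample. The number of reads that the authors counted on each gene was compared with SH Sham by edgeR's quasi-likelihood test, at the paper's threshold of an unadjusted P-value of 0.05. The DE genes after SH SNA and those after EE Sham had 195 genes in common, 4.46% of the 4374 genes in either list. Because both lists rest on the same SH Sham samples, they share genes by chance alone. In 50 simulated sets of unchanged groups compared with those controls, lists of the same lengths shared 6.26% on average (5.69% to 6.88%). These lists hold the genes with the smallest P-values, and matching their lengths was chosen after the result was seen. The planned lists, of simulated genes called at an unadjusted P-value of 0.05, held 786 and 783 genes on average. They shared 10.9% (9.19% to 12.7%). With all samples kept, the observed percentage lay between 2.66% with DESeq2 in place of edgeR and 7.34% without the filter on low counts, and it was 6.65% with the replicate number as a block. It was 7.38% without EE Sham replicate 1. After Benjamini-Hochberg adjustment over the 16238 genes tested, 1 gene was in both lists. This gene, Zbtb16 (ENSMUSG00000066687), lies on chromosome 9 of GRCm38 from 48654297 to 48836222. Its log2 fold change was 1.38 after SH SNA (standard error 0.24, adjusted P = 0.00264) and 1.43 after EE Sham (standard error 0.19, adjusted P = 0.0452), and in both groups 3 of 3 samples were higher than every SH Sham sample. SH SNA and EE Sham were not compared with each other directly.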

Mice were placed in EE for 10 days before undergoing an SNA; 24 h after the SNA, the sciatic DRG were dissected and cultured. After 12 h in culture, we observed a twofold increase of DRG neurite outgrowth compared to EE or SNA alone (Fig. 1a, b). Furthermore, when we combined EE and SNA, and then performed a spinal cord T9 dorsal hemisection, we observed a significant increase in cholera toxin subunit B (CTB) traced sensory axons beyond the lesion site compared to SH sham, EE sham, or SH SNA (Fig. 1c–f). EE SNA did not affect the intensity of glial fibrillary acidic protein (GFAP) staining, a marker of the astrocytic scar that surrounds the lesion (Fig. 1d, g). Together, these data show that combining EE + SNA results in an additive effect that we call enriched conditioning, significantly increasing the regenerative ability of DRG neurons beyond the borders of a spinal cord lesion.

**Fig. 1:**
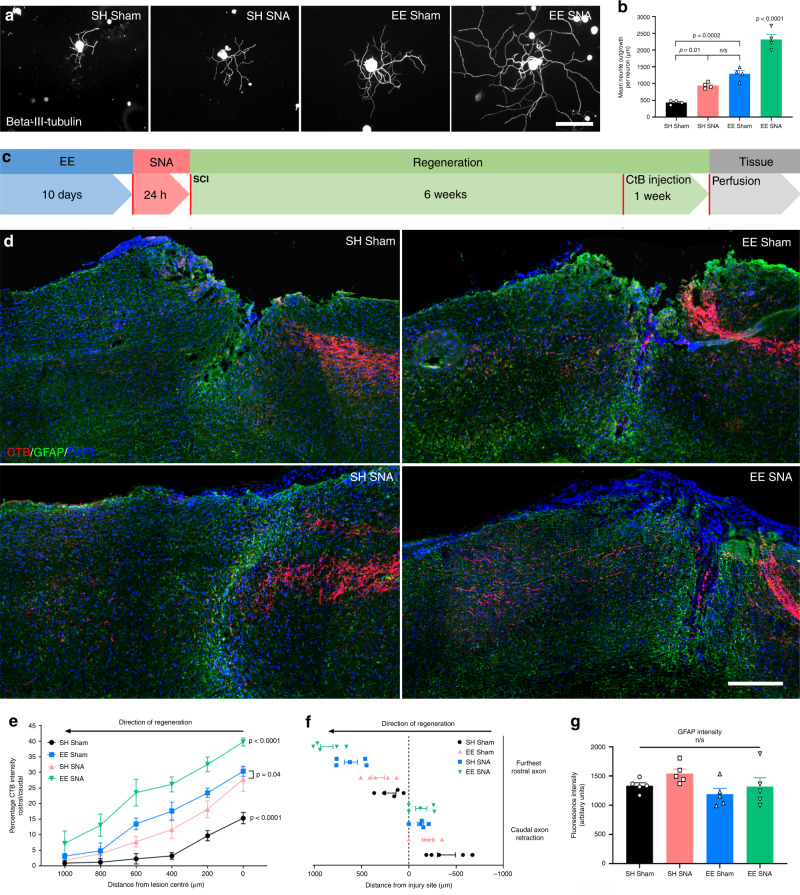
Enriched conditioning (EE **+** SNA) induces a significant increase in DRG regenerative growth in vitro and axon regeneration in vivo after SCI. **a** Representative images of cultured DRG neurons from SH sham, EE Sham, SH SNA, and EE + SNA stained for Beta-III-tubulin. Scale bar, 100 µm. **b** Quantification of average neurite outgrowth per neuron (mean ± SEM, one-way ANOVA, Tukey’s post hoc, n.s. = nonsignificant, *n* = 4 biologically independent animals/group, average of 20 cells/replicate). **c** Timeline for the in vivo experiment. **d** Representative images of CTB-traced (magenta) dorsal column sensory axons after injury, glial fibrillary acidic protein (GFAP) (green) and DAPI (blue). Scale bar, 200 µm. **e** Quantification of CTB-positive regenerating axons (mean ± SEM, Two-way repeated-measures ANOVA, Tukey’s post hoc, *n* = 5 biologically independent animals/group. Fluorescence intensity was measured in one series of tissue for each spinal cord). **f** Average distance between lesion center and furthest regenerating axon/caudal tract retraction (mean ± SEM, *n* = 5 biologically independent animals/group. Length of the furthest regenerating five axons and main tract retraction was measured in one series of tissue for each spinal cord). **g** Quantification of GFAP intensity around the lesion site (mean ± SEM, one-way ANOVA, n.s. = nonsignificant, *n* = 5 biologically independent animals/group). Fluorescence intensity was measured in one series of tissue for each spinal cord.

### Enriched conditioning upregulates the NOX2 complex in DRG neurons

To elucidate the molecular mechanisms underlying the enriched conditioning (EE + SNA)-dependent regenerative response, we performed RNA sequencing (RNAseq) from sciatic DRG following SH SNA and EE + SNA, and compared the expression profiles to control animals (SH Sham) and to a previously described dataset (EE Sham)^30^. 

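The RNAseq experiment had 4 groups of 3 samples, and mice were kept in EE or SH for 10 days before surgery, with DRG taken 24 h after it. The authors prepared mRNA libraries with the TruSeq kit, sequenced them as paired ends on an Illumina HiSeq, aligned the reads to the mouse genome build mm10 with tophat and counted them per gene name with HTSeq. Their table of read counts, which is not normalized, was used for every value, and their table of FPKM, which they computed from the same counts, for an alternative. Between 13782383 and 17036481 reads per sample were counted on genes in SH Sham, with a median of 14837734. The range was 11933367 to 13054581 in SH SNA (median 12553659), 11343579 to 12963937 in EE Sham (median 12269862) and 11401221 to 22871460 in EE + SNA (median 12574851). The highest total was that of EE + SNA replicate 2. HTSeq's own totals put 46.7% to 47.6% of the reads outside the annotated genes, and these reads were left out. The paper's text does not name the strand setting of the counting, so that the counts of a gene whose exons overlap a gene on the other strand are uncertain.

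Counts were scaled by edgeR's TMM method, whose factors lay between 0.978 and 1.02. Of the 44345 genes in the table, 26122 had a count in at least 1 sample, and the 16238 genes that passed edgeR's filter on low counts (filterByExpr, 4 groups) were tested. Each comparison of 2 groups was fitted on its own 6 samples, and the interaction of housing and surgery on all 12 samples. The groups, the tests, the filter, the lists of marker genes and the alternatives, except where said otherwise, were chosen before the data were examined. Counts of a gene varied between replicates by more than counting error, with a chi-square per degree of freedom of 3.87 to 8.75 over pairs of replicates. An exact permutation test of a single gene cannot give a P-value below 0.1 with 3 samples against 3, and the model therefore takes its estimate of the spread from all genes. On simulated counts with the depth of 6 of these samples, the test called 189 of 200 changed genes at the unadjusted threshold and 158 after adjustment. Of 16038 unchanged genes it called 780 (4.86%) and 16. Of the 200 changed genes, 132 had an absolute log2 fold change of at least 1. In the data, the genes called for EE + SNA against SH SNA at the unadjusted threshold had a median of 0.288. The simulation therefore does not give the power for changes of that size. The paper takes EE Sham from an earlier dataset, whereas the sample labels list EE Sham beside the other groups without a date or batch. If EE Sham was sequenced apart, a difference between sequencing batches and the effect of EE cannot be told apart in the comparisons that use EE Sham.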

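After SH SNA, 4086 of the 16238 genes tested differed from SH Sham at the unadjusted threshold, 2178 of them higher and 1908 lower. After EE Sham, 483 genes differed (227 higher, 256 lower), and after EE + SNA, 4421 genes differed (2381 higher, 2040 lower). This threshold gives 812 genes on average where no gene changes. With the adjustment over all genes tested, 1823 genes were left after SH SNA (984 higher, 839 lower), 1 after EE Sham, which was Zbtb16, and 2031 after EE + SNA (1116 higher, 915 lower). Of the unadjusted counts against SH Sham, that for EE Sham moved most in proportion between the alternatives. It ranged from 207 with DESeq2 to 887 without the filter on low counts, and was 852 without EE Sham replicate 2. With the replicate number as a block, 847 genes differed after EE Sham, and 29 after adjustment. With edgeR's likelihood ratio test, the counts were 3562, 450 and 4261. The majority of higher genes did not hold under every alternative. With library size only, 1954 genes were higher and 2149 lower after SH SNA, and 2112 and 2325 after EE + SNA. With log2(FPKM + 1), the numbers were 1768 and 2129, and 1984 and 2272. Higher genes stayed the majority in both groups with the likelihood ratio test, DESeq2, the replicate block and all 12 samples in one fit. The adjusted count after SH SNA was 1207 without SH SNA replicate 1, and that after EE + SNA was 1168 without EE + SNA replicate 1, 1219 without SH Sham replicate 1 and 1275 without SH Sham replicate 3. After EE Sham, the adjusted count was 2 without SH Sham replicate 3, 1 without EE Sham replicate 3 and 0 without any other single sample.

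The groups were also compared with each other. EE + SNA against SH SNA gave 666 genes (351 higher, 315 lower) at the unadjusted threshold and 0 after adjustment, where the smallest adjusted P was 0.989. Without SH SNA replicate 2, this comparison gave 7 genes after adjustment. EE + SNA against EE Sham gave 3352 genes (1666 higher, 1686 lower) and 785 after adjustment, which fell to 361 without EE Sham replicate 3, 376 without EE + SNA replicate 1, 481 without EE Sham replicate 1 and 497 without EE + SNA replicate 3. A test of the interaction, which asks whether SNA changes a gene differently after EE than after SH, gave 423 genes (220 higher, 203 lower) and 0 after adjustment, with a smallest adjusted P of 0.458. Without EE Sham replicate 2 it gave 771 genes. The 3 values of one group lay entirely above or below those of SH Sham for 4771 genes after SH SNA (29.4%), for 1236 after EE Sham (7.61%) and for 5165 after EE + SNA (31.8%), where chance gives 10%. For EE + SNA against SH SNA this number was 1684 (10.4%).

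Atf3, a gene that rises in axotomized sensory neurons, was examined as a check of the sample labels and had a log2 fold change of 2.12 after SH SNA (standard error 0.088, adjusted P = 7.38e-08) and 2.02 after EE + SNA (standard error 0.090, adjusted P = 2.13e-07). The 6 genes of the injury response list (Atf3, Sprr1a, Gap43, Sox11, Jun and Gal) were all higher in both groups. Among the genes that passed the adjustment, averaged at least 1 CPM and did not overlap SH Sham in any sample, the largest changes after SH SNA were those of Igfn1 (log2 fold change 3.11), Npy (3.05), Lce1g (3.04), Saa2 (2.93) and Acvr1c (2.78). After EE + SNA they were those of Abra (4.12), Lce1g (3.02), Npy (2.59), Areg (2.49) and Saa1 (2.30). Saa1 and Saa2 are close paralogs, between which reads are uncertain. Against EE Sham, the largest changes of EE + SNA were those of Lce1g (3.10), Abra (3.00), Npy (2.51), Acvr1c (2.30) and Cd207 (2.30). This order depended on single samples. Npy had 4.19 and Lce1g 2.52 without EE Sham replicate 3, and Npy had 2.02 without EE Sham replicate 1. After SH SNA, Igfn1 had 2.33 without SH SNA replicate 2, and Saa2 had 2.05 without SH SNA replicate 3. All 13 skeletal muscle marker genes were highest in SH SNA replicate 2. Their median log2 fold change was 2.78 after SH SNA and 1.42 after EE + SNA. Whether muscle tissue in the pools adds to the largest changes was not tested.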

We found 4023 DE genes (*P*-value < 0.05) following SH SNA, 789 following EE Sham, and 4601 following EE + SNA. Interestingly, EE + SNA and SH SNA have ~45% of DE genes in common, whereas EE + SNA has only a small percentage (~5%) of DE genes in common with EE Sham and only ~3% of the DE genes are shared between all the conditions (Fig. 2a). 

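The DE genes after EE + SNA and after SH SNA had 2923 genes in common, 52.3% of the 5584 genes in either list, and all 2923 changed in the same direction. EE + SNA and EE Sham shared 259 of 4645 genes (5.58%), and all 3 lists shared 169 of the 5782 genes in any of them (2.92%). In the simulated sets of unchanged groups with these controls, lists of the same lengths shared 23.5% on average (22.4% to 24.5%) in the first case, 6.13% (5.60% to 6.91%) in the second and 2.60% (2.35% to 3.01%) for all 3 lists. In these sets, 94.6% of the genes shared in the first case changed in the same direction on average (93.1% to 95.5%). With the replicate number as a block, EE + SNA and EE Sham shared 8.90% and all 3 lists 4.63%. Among genes that passed the adjustment, the percentages were 53.6%, 0.0492% and 0.0399%, the last 2 of them from the single gene Zbtb16. The percentages for EE + SNA with EE Sham and for all 3 lists also depended on single EE Sham samples. Without EE Sham replicate 1, EE + SNA and EE Sham shared 8.99% and all 3 lists 5.01%, and without EE Sham replicate 3, all 3 lists shared 1.83%. Across the 16238 genes, which are not independent replicates, the log2 fold changes of SH SNA and of EE + SNA were correlated with r = 0.811 and rho = 0.790, where the simulated sets gave r = 0.480 on average (0.444 to 0.525).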

About 30% of DE transcripts were exclusively found following EE + SNA (Fig. 2a). 

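At the unadjusted threshold, 1408 of the 5782 DE genes (24.4%) were called after EE + SNA only, where lists of the same lengths in the simulated sets gave 38.6% (38.0% to 39.1%). Of the 1408 genes, 1350 (95.9%) changed in the same direction after SH SNA without being called there, against 72.0% of such genes in the simulated sets (68.5% to 74.2%). The contrasts were smaller with the planned lists, of simulated genes called at the unadjusted threshold. There, 27.3% (25.0% to 30.2%) were called after EE + SNA only, and 85.5% of these (82.2% to 88.0%) kept their direction. The 1408 genes had a median absolute log2 fold change of 0.28 after EE + SNA. After SH SNA the median change in that direction was 0.14. Being called in one group and not in the other does not test the difference between them. The direct comparison of EE + SNA with SH SNA called 183 of the 1408 genes (13.0%) at the unadjusted threshold and 0 after adjustment, and the interaction called 31 (2.20%) and 0. The plot of fold changes after SH SNA and after EE + SNA shows where these genes lie.

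**Figure D1:**
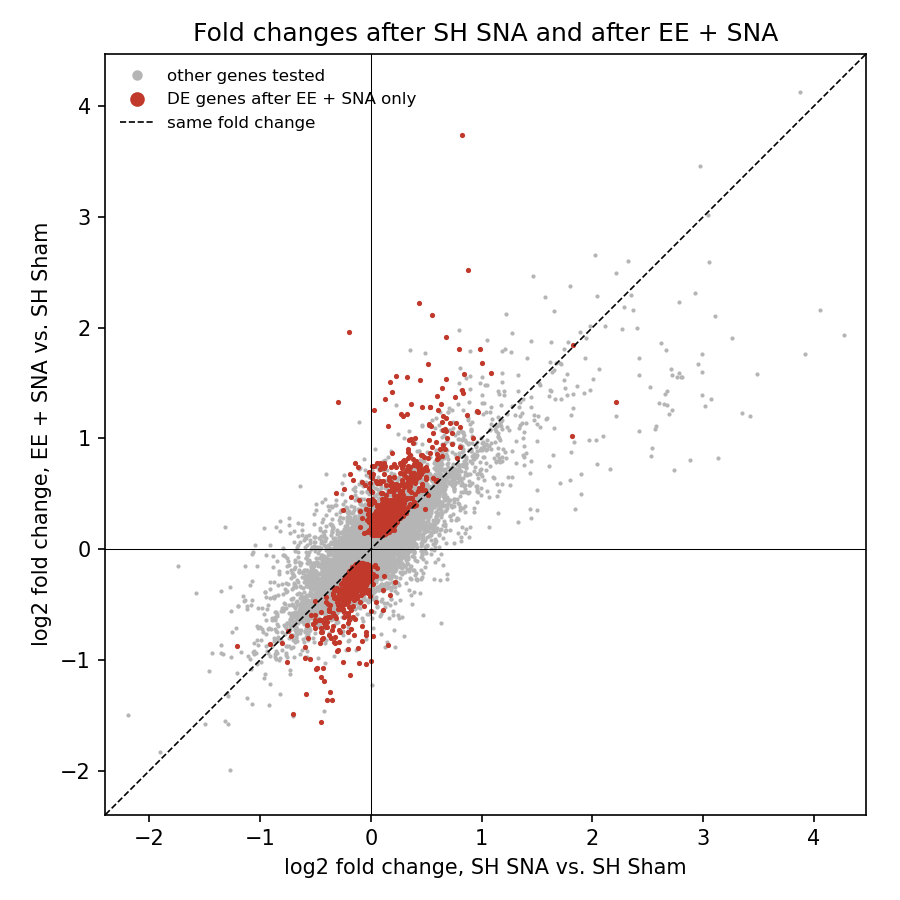
Log2 fold change against SH Sham of each of the 16238 genes tested, after SH SNA (horizontal axis) and after EE + SNA (vertical axis). The 1408 genes called after EE + SNA only are drawn in red, and 1350 of them have the same sign on both axes.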

To gain insight into the molecular pathways specifically modulated by EE + SNA, we performed GO (molecular functions (MFs), *P*-value < 0.05) functional analysis of DE genes across each experimental group (Supplementary Data 2–4). Although the GO analysis showed a degree of similarity between EE + SNA and SH SNA, we observed selected signaling pathways specifically associated with EE + SNA, including NADPH (NOX)-dependent redox signaling and phosphatase activity (red box Fig. 2b). 

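The paper's GO lists give, for each term, the number of DE genes it holds and the totals behind it, from which the modified Fisher's exact P was computed again. After EE + SNA, 4 of the 5 annotated genes of superoxide-generating NADPH oxidase activity were DE, with 2645 of 11105 annotated genes DE in all, which gives a one-sided modified Fisher's exact P of 0.0914. The paper's reported value is 0.0913, and its Benjamini-adjusted value 0.832. The term is not in the paper's lists for SH SNA and EE Sham. Phosphatase activity is in both the EE + SNA list, with 69 of 230 genes and a recomputed P of 0.0252, and the SH SNA list, with 59 of 230 genes and a recomputed P of 0.0481. These genes were chosen on the same samples, so that their values are no independent evidence.

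Nox4, Nox1 and Ncf1 are among the NADPH oxidase genes. Nox4 had a log2 fold change after EE + SNA of 0.53 (standard error 0.24, unadjusted P of 0.0454) and after SH SNA of 0.46 (unadjusted P of 0.0863). For Nox1, of which 399 exon bases are shared with Cstf2 on the other strand, it was −0.40 after EE + SNA (standard error 0.18, unadjusted P of 0.0403) and −0.13 after SH SNA. Neither Nox4 nor Nox1 passed over all genes tested (adjusted P = 0.174 and adjusted P = 0.161). The direct comparison of EE + SNA with SH SNA gave Nox4 a log2 fold change of 0.083 and Nox1 one of −0.26 and called 0 of them at either threshold. Of the first 20 phosphatase genes that the EE + SNA list names, 11 were higher and 9 lower than in SH Sham, 19 were called, and 13 were called after SH SNA. In the direct comparison, 4 of these 20 were called (2 higher, 2 lower), 0 after adjustment.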

A number of pathways were also significantly regulated after SNA or EE + SNA. However, GTPase activity and DAG-PKC signaling were significantly upregulated in EE + SNA compared to EE sham or SNA alone (yellow box Fig. 2b). 

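Diacylglycerol binding held 34 DE genes of 58 after EE + SNA and 26 of 58 after SH SNA, with recomputed modified Fisher's exact P-values of 6.27e-08 and 8.15e-05. GTPase regulator activity held 127 of 351 genes after EE + SNA and 103 of 351 after SH SNA, with recomputed values of 1.61e-07 and 7.41e-05. The paper's reported values are 6.22e-08, 8.1e-05, 1.58e-07 and 7.3e-05, and neither term is in its EE Sham list. These P-values count DE genes of either direction. Of the first 20 diacylglycerol binding genes named for EE + SNA, 6 were higher and 14 lower than in SH Sham, with a median log2 fold change of −0.21. The same 20 genes had a median of −0.21 after SH SNA, where 18 were called, and of 0.021 after EE Sham, where 0 were called at either threshold. Of the first 20 GTPase regulator genes, 6 were higher and 14 lower after EE + SNA (median −0.19), and 15 were called after SH SNA (median −0.17). EE + SNA was then compared with SH SNA directly. Of each 20 genes, 1 was called, lower, at the unadjusted threshold and 0 after adjustment.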

Interestingly, NOX-dependent oxidation regulates and is in turn regulated by phosphatase activity^15,31–33^. Accordingly, a protein–protein interaction network using the NOX, phosphatase, GTPase, and DAG-PKC signaling pathways shows that they are functionally connected (Fig. 2c) and significantly enriched for interactions compared to random networks (Supplementary Data 5). 

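The network lists 213 nodes under 205 gene names, of which 201 were tested. After EE + SNA, 190 of the 201 genes were called at the unadjusted threshold, 88 higher and 102 lower than in SH Sham, and after SH SNA 148 were called, 66 higher and 82 lower. After EE Sham, 7 were called. The paper drew these genes from its DE list for EE + SNA, and the first number is therefore not independent evidence. Adjusted over the list alone, 187 genes passed after EE + SNA, and 106 passed over all genes tested. Against SH SNA directly, 12 of the 201 genes differed at the unadjusted threshold (4 higher, 8 lower) and 0 after adjustment, and the interaction called 9 and 0. Among the categories reported here, 121 of 127 GTPase genes were called after EE + SNA (57 higher, 64 lower) and 99 after SH SNA. All 34 DAG and PKC genes were called after EE + SNA (11 higher, 23 lower) and 30 after SH SNA (9 higher, 21 lower). For the phosphatases, 22 of 25 and 15 of 25 genes were called. The interactions between the proteins were not analysed here.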

Based on these findings, we hypothesized that NOX signaling could play a central role in the enriched conditioning (EE + SNA)-dependent increase in regenerative potential.

**Fig. 2:**
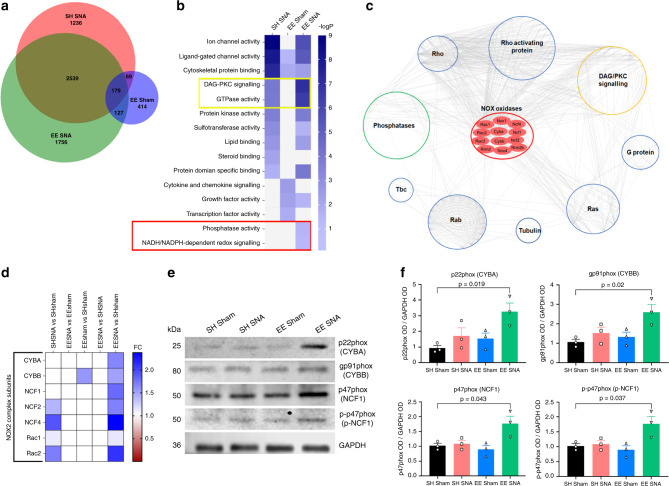
EE **+** SNA induces upregulation of signaling pathways and of NOX2 complex in DRG. **a** Area proportional Venn diagram showing the number of differentially expressed (DE) genes and the extent of overlap among the three conditions SH SNA, EE Sham, and EE + SNA (each normalized to respective SH sham, *P*-value < 0.05, *n* = 3 independent biological experiments/condition). **b** Heatmap showing the Gene ontology analysis (molecular function, DAVID) of the DE genes modulated by SH SNA, EE Sham, and EE + SNA vs. SH Sham (modified Fisher’s exact *P*-value < 0.05). **c** Network visualization of protein–protein interaction of the NOX oxidases category with proteins belonging to signaling pathways specifically enriched upon EE + SNA. Each protein is organized in a circular layout accordingly to their shared molecular function. Nox2 subunits are organized in the center of the network. Each line (edge) represents a protein–protein interaction. **d** Heatmap showing mRNA expression analysis (fold change vs. SH Sham, *P*-value < 0.05) of the genes belonging to NOX2 complex. **e** Immunoblotting analysis of NOX2 complex components from DRG protein extracts after SH Sham, EE Sham, SH SNA, or EE + SNA. **f** Quantification of immunoblotting, glyceraldehyde phosphate dehydrogenase (GAPDH) was used as a loading control to which protein expression was normalized. (mean ± SEM, one-way ANOVA, Tukey’s post hoc, *n* = 3 biologically independent animals/group examined over three independent experiments).

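Cyba, Cybb, Ncf1, Ncf4, Rac1 and Rac2 are among the genes of Fig. 2d. Their positions are those of the GENCODE annotation of GRCm38, the assembly that mm10 names. Cyba (ENSMUSG00000006519) lies on chromosome 8 from 122424776 to 122432930, Cybb (ENSMUSG00000015340) on chromosome X from 9435252 to 9487771, and Ncf1 (ENSMUSG00000015950) on chromosome 5 from 134220053 to 134229625. Ncf4 (ENSMUSG00000071715) lies on chromosome 15 from 78244801 to 78262580. Rac1 (ENSMUSG00000001847) lies on chromosome 5 from 143503634 to 143528036, and Rac2 (ENSMUSG00000033220) on chromosome 15 from 78559167 to 78572783. Of the 4496 exon bases of Rac1, 2309 are shared with Daglb on the other strand, and 408 bases of Ncf1 are shared with Gtf2ird2, so that reads of these genes are uncertain.

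In SH Sham and EE + SNA, the CPM were 3.77 ± 0.064 and 5.84 ± 2.17 for Cyba, 5.61 ± 1.50 and 9.46 ± 6.77 for Cybb, and 4.49 ± 0.582 and 8.29 ± 6.31 for Ncf1 (mean ± SD, n = 3). They were 0.744 ± 0.496 and 1.85 ± 1.13 for Ncf4, 343 ± 17.9 and 394 ± 21.2 for Rac1, and 3.41 ± 0.0948 and 7.35 ± 5.16 for Rac2. The log2 fold change of EE + SNA was 0.60 for Cyba (standard error 0.23, unadjusted P of 0.0225, adjusted P = 0.113), 0.73 for Cybb (0.37, 0.0713 and 0.227) and 0.84 for Ncf1 (0.40, 0.0555 and 0.196). In the same order, Ncf4 had a log2 fold change of 1.21 (0.52, 0.0369 and 0.153), Rac1 of 0.20 (0.064, 0.00810 and 0.0595) and Rac2 of 1.06 (0.37, 0.0142 and 0.0851). Thus 4 of these 6 genes passed the unadjusted threshold, 3 passed when adjusted over the list alone, and 0 passed over all genes tested. With the likelihood ratio test all 6 passed the unadjusted threshold, and with log2(FPKM + 1) 2 did. The 3 EE + SNA samples were all higher than the 3 SH Sham samples for Cyba, Rac1 and Rac2.

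EE + SNA replicate 3 had the highest CPM of the 12 samples for each of the 6 genes. Without it, the log2 fold change was 0.26 for Cyba, 0.029 for Cybb, 0.017 for Ncf1, 0.60 for Ncf4, 0.16 for Rac1 and 0.33 for Rac2, and of the 6 genes only Rac1 passed the unadjusted threshold.

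**Figure D2:**
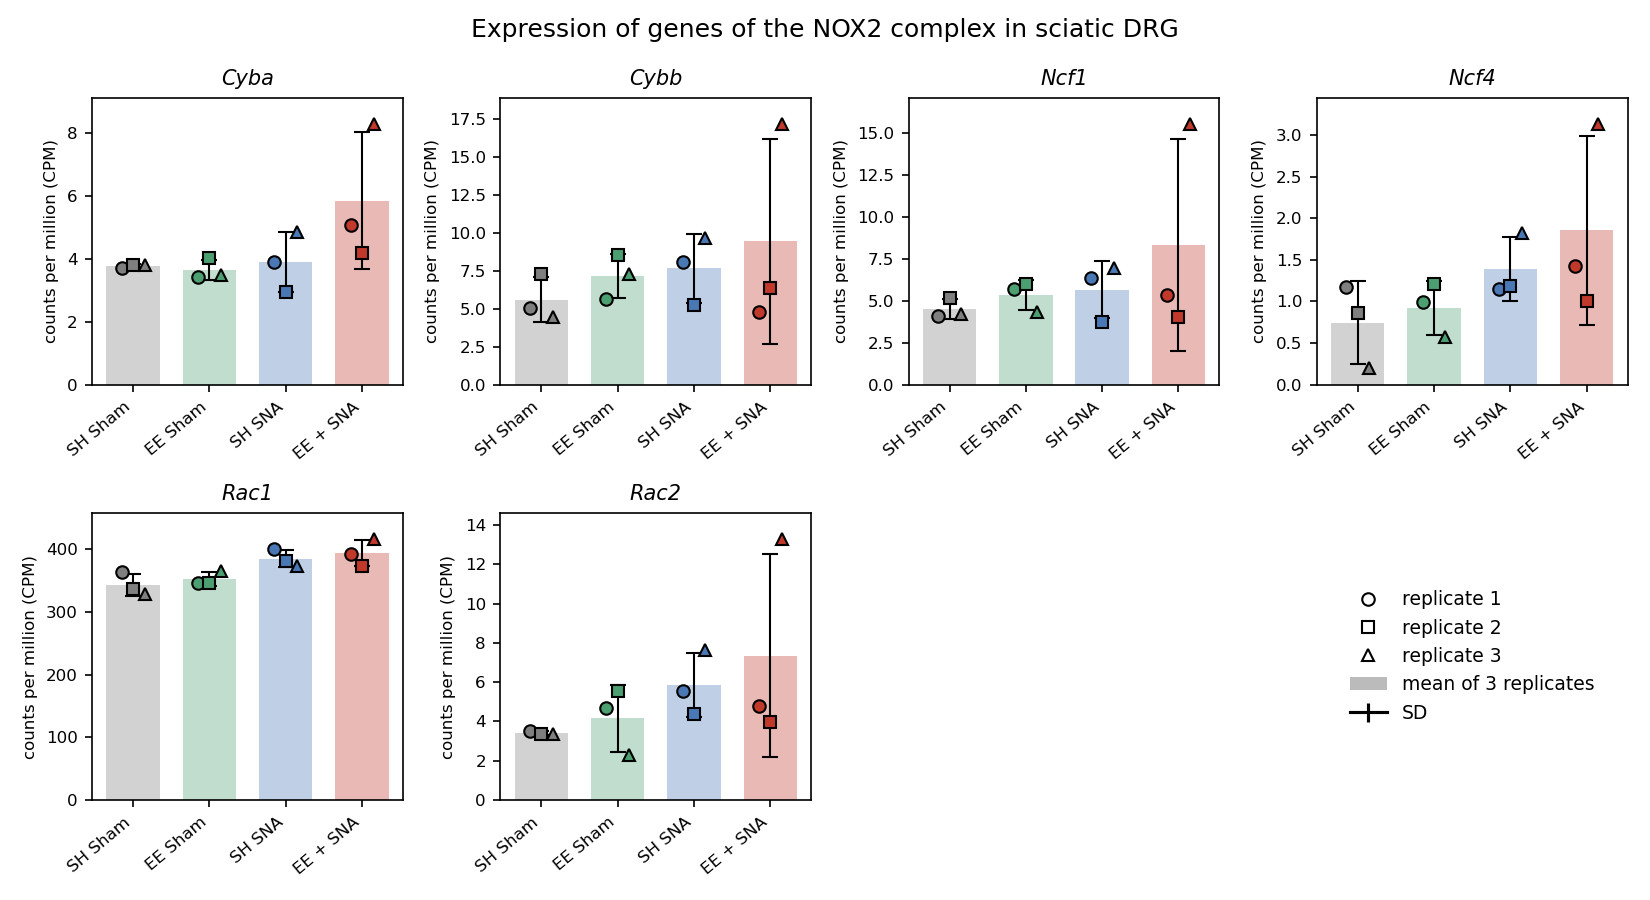
CPM (vertical axes) of 6 NOX2 complex genes in SH Sham, EE Sham, SH SNA and EE + SNA. Bars give the mean, error bars the SD, and points the 3 samples of each group, and the highest point of every gene is EE + SNA replicate 3.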

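After SH SNA, all 6 genes were higher than in SH Sham. Rac1 (log2 fold change 0.17, unadjusted P of 0.0125) and Rac2 (0.79, 0.00173) were called at the unadjusted threshold, 2 genes passed when adjusted over the list alone, and 1, Rac2, passed over all genes tested (adjusted P = 0.0221). Cyba, with a log2 fold change of 0.057 after SH SNA, was lower than in SH Sham without SH SNA replicate 3 (−0.13). After EE Sham, 5 of the 6 genes were higher and 0 were called at either threshold, whereas 1, Cybb, was called without the filter on low counts, and also with the replicate number as a block. In the direct comparison of EE + SNA with SH SNA, all 6 genes were higher, and 0 were called at either threshold. The smallest unadjusted P of the 6 was that of Cyba, 0.0603, with a log2 fold change of 0.56. With the replicate number as a block, Cyba was called in this comparison. With the block, 1 gene passed when adjusted over the list alone, and 0 of the genes passed over all genes tested. The replicate numbers were not taken to pair these samples, although pairing is not excluded here. Without EE + SNA replicate 3, 5 of the 6 genes were lower in EE + SNA than in SH SNA, Cyba being the exception. Against EE Sham, all 6 genes were higher, and Cyba (0.64, unadjusted P of 0.0243) and Rac1 (0.15, 0.0321) were called. The interaction called 0 of the 6 genes at either threshold.

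The genes of Fig. 2d were also tested as a set. The fry test gave 0.156 for EE + SNA against SH Sham, 0.0867 for SH SNA, 0.314 for EE Sham, 0.555 for EE + SNA against SH SNA and 0.272 for EE + SNA against EE Sham, so that the set passed 0.05 in none of these comparisons. The camera test, whose preset correlation between genes is low, gave 0.00504, 0.0161, 0.0129, 0.0181 and 0.0189 in the same order, and none of these calls holds under fry. In macrophages and neutrophils, immune cells that carry the NOX2 complex, these genes are abundant, and the samples were whole ganglia. The macrophage marker genes had a median log2 fold change of 0.52 after EE + SNA and 0.39 after SH SNA, and the neutrophil marker genes 1.38 and 0.76. From the pathways and the network, the paper proposes that NOX signaling could play a central part in the gain of regenerative potential after EE + SNA, and it then turns to the NOX2 subunits.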

When we analyzed the genes represented in the NOX-dependent redox signaling GO cluster, surprisingly we found that all the NOX2 complex subunits were upregulated (*P*-value < 0.05) exclusively following EE + SNA, compared to EE Sham or SH SNA alone (Fig. 2d). To validate the upregulation of NOX2 complex, we performed quantitative reverse-transcriptase PCR (RT-PCR) and confirmed that the subunits p22phox (*Cyba*), gp91phox (*Cybb*), p47phox (*Ncf1*), p67phox (*Ncf2*), and p40phox (*Ncf4*) were significantly upregulated following EE + SNA, with a similar trend for Rac1 (Supplementary Fig. 2). Next, we analyzed the protein expression of the NOX2 complex components using immunoblotting analysis from DRG, which confirmed a significant upregulation of p22phox (*CYBA*), gp91phox (*CYBB*), and p47phox (*NCF1*) following EE + SNA (Fig. 2e–f). The p40phox and p67phox subunits of the NOX2 complex could not be investigated due to the lack of suitable antibodies. In addition, we analyzed the activation of NOX2 complex by immunoblotting of the regulatory subunit phospho-p47phox (p-p47phox), a marker of NOX2 activation. We found that p-p47phox was exclusively increased after EE + SNA (Fig. 2e, f). Furthermore, in line with these data, immunostaining DRG neurons for the structural subunit gp91phox, the regulatory subunit p47phox, as well as its active phosphorylated state (p-p47phox) showed a significant increase in fluorescence intensity following EE + SNA (Supplementary Fig. 3). These findings support and extend the RNAseq data, suggesting that the NOX2 complex is upregulated and activated in DRG neurons after enriched conditioning.

### Neuronal NOX2 is required for enriched conditioning-mediated regeneration

Thus far, we have reported an upregulation and activation of NOX2 in DRG neurons at both the gene and protein level after EE + SNA. Next, we asked whether a functional NOX2 complex is required for the EE + SNA-dependent increase in neurite outgrowth and regeneration of sensory axons. To functionally disrupt the NOX2 complex, we conditionally deleted the structural subunit gp91phox (*CYBB*) in DRG neurons, by injecting AAV5-Cre-GFP or AAV5-GFP as a control in the sciatic nerves of gp91phox^fl/fl^ mice (Supplementary Fig. 4). Four weeks post injection, the mice were exposed to SH or EE for 10 days before performing Sham or SNA. Twenty-four hours after Sham or SNA, sciatic DRG neurons were dissected and cultured for 12 h. Analysis of neurite outgrowth from green fluorescent protein (GFP)-positive DRG showed that NOX2 deletion significantly attenuated the EE + SNA-dependent increase in outgrowth (Fig. 3a, b), suggesting that a functional NOX2 complex is required for the EE + SNA-dependent increase in regenerative potential. To determine whether functional NOX2 is required for EE + SNA-dependent sensory axon regeneration in vivo, mice with a conditional deletion of gp91phox were exposed to EE + SNA or SH Sham before receiving a dorsal spinal hemisection. Six weeks later, regeneration of sensory axons was assessed using the retrograde axonal tracer CTB, which was injected bilaterally in the sciatic nerve 1 week before sacrificing the mice (Fig. 3c). Exposure to EE + SNA significantly increased the number of sensory axons into and past the spinal lesion site (Fig. 3d, e), without affecting the astrocytic scar around the lesion site (Supplementary Fig. 5). Disrupting the function of the NOX2 complex by deleting gp91phox abolished the enriched conditioning (EE + SNA)-dependent axonal regeneration to the level observed in SH Sham conditions, where the axonal front retracted from the lesion border (Fig. 3d, e).

**Fig. 3:**
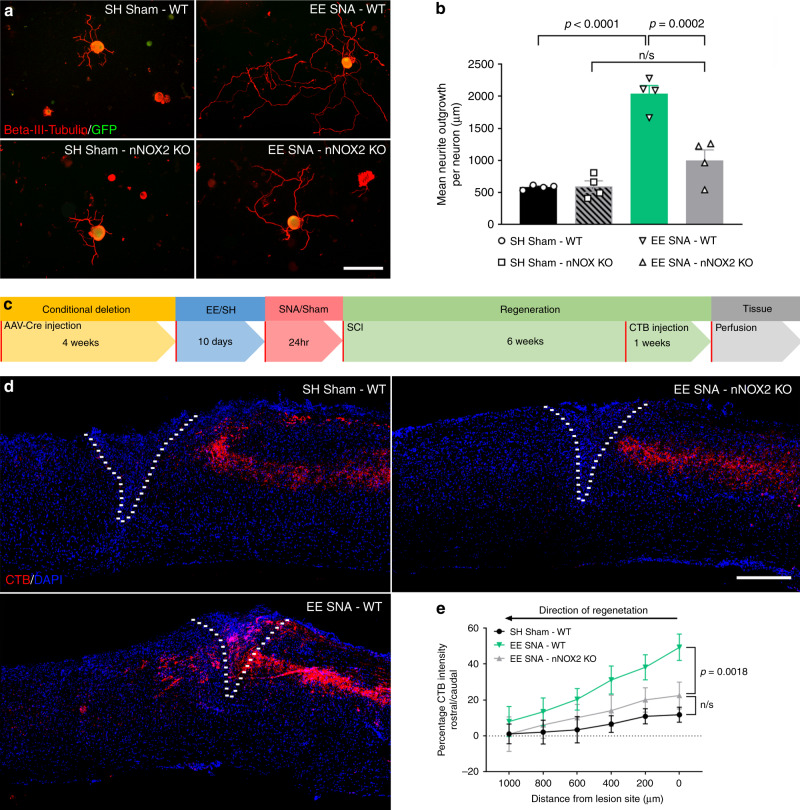
NOX2 is required for EE **+** SNA-dependent increase in neurite outgrowth and axon regeneration after SCI. **a** Representative images of cultured DRG from NOX2^fl/fl^ mice previously transduced in vivo with AAV-GFP or AAV-Cre-GFP (green) and stained with Beta-III-tubulin (red) after SH Sham or EE + SNA. Scale bar, 100 µm. **b** Quantification of average neurite outgrowth per neuron (mean ± SEM, one-way ANOVA, Tukey’s post hoc, n.s. = nonsignificant, *n* = 4 biologically independent animals/group, average of 20 cells/replicate). **c** Timeline for the in vivo experiment. **d** Representative images of CTB-traced (red) dorsal column sensory axons after injury and DAPI (blue) to determine the lesion site (dashed line). Scale bar, 400 µm. **e** Quantification of CTB-positive regenerating axons (mean ± SEM, two-way repeated-measures ANOVA, Tukey’s post hoc, n.s. = nonsignificant, *n* = 5 biologically independent animals/group). Fluorescence intensity was measured in one series of tissue for each spinal cord.

Recently, we reported that conditional deletion of NOX2 in macrophages blocks the SNA-dependent increase in regenerative growth^15^. To investigate whether macrophage derived NOX2 is involved in the EE + SNA-dependent outgrowth, we cultured DRG neurons from mice where NOX2 was specifically deleted in macrophages (LysM-Cre/ NOX2^fl/fl^ mice)^34^. We did not observe a significant reduction in neurite outgrowth in DRG neurons from macrophage NOX2^−/−^ mice, suggesting that macrophage derived NOX2 is not involved in the enriched conditioning (EE + SNA) phenotype (Supplementary Fig. 6).

Taken together, these data show that neuronal NOX2 is required for the enriched conditioning (EE + SNA)-dependent increase in the regeneration of ascending sensory DRG axons.

### Neuronal NOX2 is required for enriched conditioning-dependent ROS production and redox signaling

We next investigated whether exposure to EE + SNA resulted in a biologically active NOX2 complex-dependent increase in reactive oxygen species (ROS) in the DRG. We characterized the temporal regulation of ROS production following EE + SNA or SH Sham before SCI, as well as at 3, 7, and 42 days after SCI. DRG were extracted and incubated with hydrocyanine–Cy3, a cell permeable pan-ROS probe. The oxidation of the probe results in the emission of red fluorescence, thus allowing for visualization of ROS levels. We found that exposure to EE + SNA enhanced ROS compared to SH Sham (Fig. 4a, b) in line with an increase in NOX2 expression identified by RNAseq (Fig. 2d), RT-PCR (Supplementary Fig. 2), and immunoblotting (Fig. 2e, f). The increase in hydrocyanine–Cy3 after EE + SNA compared to SH Sham was also observed until 3 days after SCI (Supplementary Fig. 7). Importantly, the elevation in hydrocyanine–Cy3 signal was blocked in DRG from mice where NOX2 (gp91phox^fl/fl^) was conditionally deleted at all the time points analyzed (Fig. 4a, b and Supplementary Fig. 7).

**Fig. 4:**
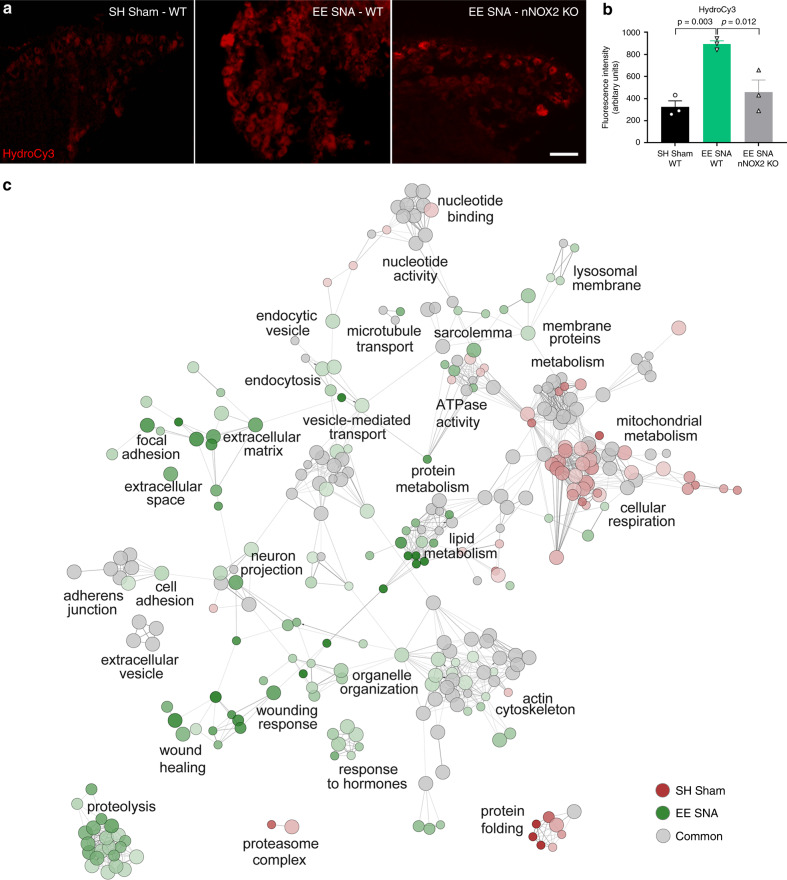
NOX2 is required for EE **+** SNA-dependent increase in ROS production and redox signaling in DRG. **a** Representative images of DRGs from WT or NOX2^fl/fl^ mice after EE SNA or SH Sham, hydrocyanine–Cy3 (red) staining of ROS 1 day after SCI. Scale bar, 100 µm. **b** Quantification of hydrocyanine–Cy3 in DRG neurons (mean ± SEM, one-way ANOVA, Tukey’s post hoc, *n* = 3 biologically independent animals/group, examined over three independent experiments). Fluorescence intensity was measured in one series of tissue for each DRG. **c** Network visualization of the GO clustering analysis of the differentially oxidized proteins in EE + SNA (green) and SH Sham (red)-specific datasets run with ClueGO in Cytoscape (Bonferroni *P*-value < 0.05). Each node represents a GO-enriched term and the size of each node represents its enrichment significance. Edges represent interrelations between terms, defined by the Kscore. Red and green color intensity reflects proteins from a given dataset (red = Sham, green = EE + SNA, gray = common). Main functional groups are reported.

To shed light on the downstream effects of the NOX2-dependent redox signaling, we performed redox proteomics using BIAM switch assay in combination with mass spectrometry in wild-type (WT) and NOX2^−/−^ DRG after EE + SNA or SH Sham. Genetic deletion of NOX2 (NOX2^−/−^) led to the reduced oxidation of 484 out of 505 differentially oxidized proteins after enriched conditioning (EE + SNA) and 476 out of 500 after SH Sham (Supplementary Data 6). In addition, we found that NOX2 is required for the oxidation of 205 proteins specifically after enriched conditioning (EE + SNA) and 197 proteins after SH Sham (Supplementary Data 6). Next, we performed GO functional analysis (ClueGO in Cytoscape) of the EE + SNA-specific or SH Sham-specific differentially oxidized proteins. The analysis showed that the most represented functional categories after EE + SNA were related to response to injury and wound-healing, signaling, lipid metabolism, extracellular matrix, and cell adhesion (Fig. 4c, Supplementary Fig. 8, and Supplementary Data 7). However, in SH Sham animals, the most represented categories were related to mitochondrial metabolism, cellular respiration, transmembrane transport, and proteasome (Fig. 4c, Supplementary Fig. 8, and Supplementary Data 7).

Together, these data show that in addition to a role in the axonal regeneration of DRG sensory fibers, NOX2 is required for ROS production and activation of specific redox signaling pathways following enriched conditioning.

### Active STAT3 is implicated in NOX2 complex expression and enriched conditioning-dependent axon regeneration via PKC signaling

As we observed an EE + SNA-dependent increase in the expression of the NOX2 complex at the mRNA and protein level, we investigated which TFs might be responsible to drive the expression of the NOX2 complex subunits. In silico TF analysis of the NOX2 subunit promoters^35^ identified STAT3 as the highest ranked TF potentially implicated in NOX2 transcriptional regulation (Fig. 5a). We therefore assessed STAT3 activation by immunoblotting analysis of phosphorylated STAT3 (pSTAT3) in DRG after EE + SNA, which showed a significant increase compared to SH Sham (Fig. 5b, c). To ascertain whether pSTAT3 occupies the promoters of NOX2 complex in vivo, we performed pSTAT3 chromatin immunoprecipitation (ChIP) from DRG followed by quantitative PCR (qPCR) analysis of the promoter regions of NOX2 complex after exposure to EE + SNA or SH Sham. We found that EE + SNA significantly increased pSTAT3 occupancy on all of the five NOX2 complex subunits (*Cyba*, *Cybb*, *Ncf1*, *Ncf2*, and *Ncf4*) compared to SH Sham (Fig. 5d). Successful TF occupancy and transcriptional activation is associated with histone acetylation at gene promoters^36,37^. We have previously shown that exposure to EE strongly induces histone acetylation in DRG neurons including at H3K27, a mark of transcriptional activation^30^. Therefore, we hypothesized that combining EE + SNA induces histone acetylation at NOX2 promoter regions facilitating STAT3 occupancy, thereby increasing the transcription of NOX2 complex genes. Indeed, pre-exposure to EE + SNA enhanced the acetylation of H3K27 in DRG neurons (Supplementary Fig. 9). ChIP for H3K27ac showed significant enrichment at three of the same promoters (*Cyba*, *Ncf1*, and *Ncf2*) occupied by pSTAT3 with a similar trend for *Cybb* (*p* = 0.08) (Fig. 5e). These data show that pSTAT3 occupies hyperacetylated NOX2 promoter regions after enriched conditioning (EE + SNA).

**Fig. 5:**
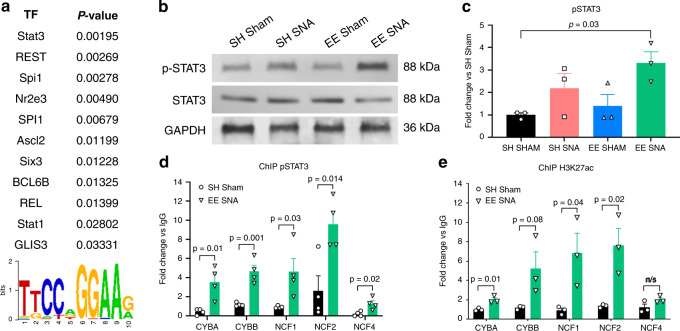
pSTAT3 is induced and occupies the promoters of NOX2 subunits following EE **+** SNA. **a** In silico motif analysis run with Pscan of the NOX2 gene member’s promoters, showing the putative transcription factors regulating their transcription ranked by *p*-value. STAT3 binding motif; letters represent the relative enrichment for each gene at that position. **b** Immunoblotting of pSTAT3 from DRG extracts after SH Sham, EE Sham, SH SNA, or EE + SNA. **c** Quantification of immunoblotting, pSTAT3 was normalized to levels of STAT3, GAPDH was used as a loading control (mean ± SEM, one-way ANOVA, Tukey’s post hoc, *n* = 3 biologically independent animals/group examined over three independent experiments). **d** Quantitative RT-PCR analysis of NOX2 complex genes after chromatin immunoprecipitation (ChIP) for pSTAT3, expressed as fold change of DNA enrichment compared to IgG (mean ± SEM, two-tailed unpaired Student’s *T*-test, *n* = 4 independent biological replicates/group). **e** Quantitative RT-PCR analysis of NOX2 complex genes after ChIP for H3K27ac, expressed as fold change of DNA enrichment compared to IgG (mean ± SEM, two-tailed unpaired Student’s *T*-test, n.s. = nonsignificant, *n* = 3 independent biological replicates/group, examined over three independent experiments).

To characterize whether active STAT3 and histone acetylation are required to drive gene expression of NOX2 complex genes, HEK293T cells were transfected with a constitutively active (CA), dominant negative, or WT-STAT3, in the presence or absence of the pan-histone deacetylase inhibitor panobinostat, which increases histone acetylation. We found that only the CA STAT3 in combination with panobinostat was able to induce the expression of all NOX2 complex genes, suggesting that STAT3 activation is necessary to induce transcription of hyperacetylated NOX2 genes (Supplementary Fig. 10).

To establish whether neuronal STAT3 is involved in the enriched conditioning (EE + SNA)-dependent increase in axon regeneration in vivo, we conditionally deleted STAT3 in DRG neurons by injecting an AAV-Cre-GFP or control AAV-GFP in the sciatic nerves of STAT3^fl/fl^ mice 4 weeks before performing a dorsal spinal hemisection. To assess sensory axon regeneration, CTB tracer was injected bilaterally in the sciatic nerves 1 week before killing the mice (Fig. 6a). Deletion of STAT3 in DRG neurons (Supplementary Fig. 11) significantly reduced the enriched conditioning (EE + SNA) effect on axon regeneration after SCI (Fig. 6b, c) without affecting the astrocytic scar (Supplementary Fig. 12), similar to what was observed after conditional deletion of NOX2 (gp91phox). Moreover, we found that STAT3 conditional deletion significantly reduced the EE + SNA-mediated expression of gp91phox in AAV-Cre-GFP-positive DRG compared to AAV-GFP-injected controls (Supplementary Fig. 13). Altogether, although we do not exclude the additional contribution of other TFs, these data show that following enriched conditioning (EE + SNA), active STAT3 is a key TF responsible for NOX2 complex expression and plays an important role in the EE + SNA-mediated increase in sensory axon regeneration.

**Fig. 6:**
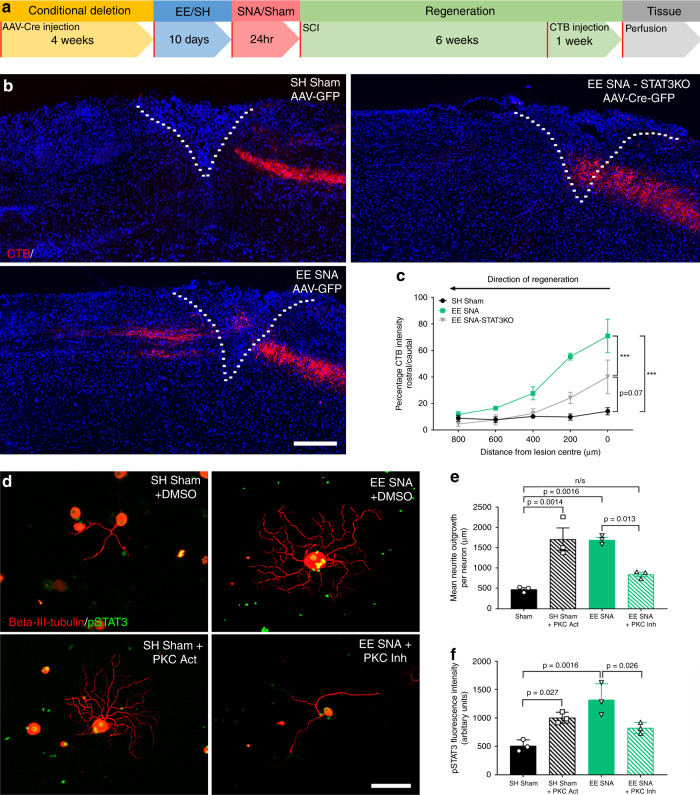
STAT3 deletion in DRG blocks EE **+** SNA-dependent axonal regeneration and NOX2 complex expression. **a** Timeline for the in vivo experiment. **b** Representative images of WT (injected with control AAV-GFP) and STAT3 KO (injected with AAV-Cre-GFP) CTB-traced (red) dorsal column sensory axons after injury and DAPI (blue), to determine the lesion site (dashed line). Scale bar, 200 µm. **c** Quantification of fluorescence intensity of CTB-positive regenerating axons (mean ± SEM, two-way repeated-measures ANOVA, Tukey’s post hoc, ***P-value < 0.0001, *n* = 4 biologically independent animals/group). Fluorescence intensity was measured in one series of tissue for each spinal cord. **d** Representative images of cultured DRG neurons from SH Sham + vehicle (DMSO), SH Sham + PKC activator, EE + SNA + vehicle (DMSO), and EE + SNA + PKC inhibitor, stained with Beta-III-tubulin (red) and pSTAT3 (green). Scale bar, 100 µm. **e** Quantification of mean neurite outgrowth per neuron (mean ± SEM, one-way ANOVA, Tukey’s post hoc, n.s. = nonsignificant, *n* = 3 biologically independent animals/group, average of 20 cells/replicate). **f** Quantification of pSTAT3 fluorescence intensity (mean ± SEM, one-way ANOVA, Tukey’s post hoc, *n* = 3 biologically independent animals/group, average of 20 cells/replicate).

We next investigated which signaling pathways might contribute to the phosphorylation and activation of STAT3 following EE + SNA. The RNAseq GO analysis showed that DAG/PKC and GTPase signaling were the highest enriched pathways after EE + SNA (yellow box Fig. 2b) and the protein–protein interaction network showed they are functionally connected to NOX signaling (Fig. 2c). 

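In the paper's list for EE + SNA, the fold enrichment of diacylglycerol binding is 2.46, with a Benjamini-adjusted P of 9.75e-05, and that of GTPase regulator activity is 1.52, with 1.24e-04. The same list gives 3.36 for superoxide-generating NADPH oxidase activity, a term of 5 annotated genes, and 1.26 for phosphatase activity, with an adjusted value of 0.515. The expression of the PKC genes themselves and of Stat3 (chromosome 11 of GRCm38, 100885098 to 100939540) was examined in the same samples. Of the PKC genes tested, all 8 were lower after EE + SNA than in SH Sham, 7 of them at the unadjusted threshold and 4 after adjustment over all genes tested. Those 4 were Prkcz (log2 fold change −0.37, standard error 0.063, adjusted P = 0.00278), Prkcq (−0.36, 0.094, adjusted P = 0.0238), Prkce (−0.27, 0.071, adjusted P = 0.0246) and Prkca (−0.24, 0.074, adjusted P = 0.0487). Prkch, at −0.020, was higher without SH Sham replicate 2 (0.048). Prkce shares 472 exon bases with another gene on its strand, and Prkca 30 with Apoh on the other strand. After SH SNA, Prkcz changed by −0.40, Prkce by −0.22 and Prkca by −0.22, with adjusted P-values of 8.01e-04, 0.0202 and 0.0488. The direct comparison of EE + SNA with SH SNA called 0 of the 8 genes at either threshold. Stat3, which shares 72 exon bases with Stat5a, had a log2 fold change of 0.14 after EE + SNA (standard error 0.057, unadjusted P of 0.0284, adjusted P = 0.130) and of 0.17 after SH SNA (0.058, 0.0110 and 0.0769). Without 5 of the 6 samples, one at a time, Stat3 did not pass the unadjusted threshold after EE + SNA. These values are of mRNA, and the phosphorylation of PKC and STAT3 was not analysed here.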

Given that DAG and GTPases are classical activators of PKC^38^, which can phosphorylate STAT3^39,40^, we hypothesized the involvement of PKC signaling in EE + SNA-dependent STAT3 phosphorylation. Indeed, immunofluorescence experiments showed that pPKC expression in DRG neurons was significantly higher following EE + SNA compared to SH Sham (Supplementary Fig. 14). Next, we assessed whether PKC activity is required for the EE + SNA-mediated phosphorylation of STAT3 and the increase in DRG neurite outgrowth. We modulated PKC activity by delivering the small molecule activator Ingenol 3-angelate (I3A) or inhibitor Gö 6983 to DRG neurons cultured from mice exposed to SH Sham or EE + SNA. Activation of PKC using I3A significantly enhanced DRG neurite outgrowth and phosphorylation of STAT3 (Fig. 6d–f). Conversely, PKC inhibition with Gö 6983 significantly reduced the EE + SNA-dependent increase in neurite outgrowth and STAT3 phosphorylation (Fig. 6d–f). Taken together, these data show that enriched conditioning (EE + SNA) requires PKC activity to phosphorylate STAT3 and increase neurite outgrowth of DRG neurons.

### AAV-mediated overexpression of CA p47phox in DRG neurons induces axon regeneration and synaptic plasticity after SCI

Lastly, we investigated whether activating the NOX2 complex is able to promote sensory axon regeneration and functional recovery following SCI. To activate neuronal NOX2 signaling, we expressed a CA phospho-mimetic form of p47phox (p47-3xS\D mutant GFP)^15,41^ or AAV-GFP in DRG neurons by AAV delivery into the sciatic nerves (Supplementary Fig. 15). To rule out the possibility that virus injection affects the nerve microenvironment, we analyzed sciatic nerve injection sites and found that very little GFP expression co-localized with the monocyte/macrophage marker CD68 or Schwann cell marker SOX10 (Supplementary Fig. 16A–D). However, we observed ~80% colocalization of GFP with the axonal marker TUJ1 (Supplementary Fig. 16E, F), suggesting that AAV8 preferentially transduces neurons and not Schwann cells or monocytes/macrophages after injection in the sciatic nerve.

A T9 dorsal spinal hemisection was performed 4 weeks after AAV transduction and the mice were killed 6 weeks after the SCI (Fig. 7a). Anatomical analysis showed multiple p47phox-GFP-positive axons across and rostral to the lesion site as opposed to the GFP control animals whose axons were not found in the lesion site (Fig. 7b–d). No difference in GFAP intensity, a marker of the astrocytic scar that surrounds the lesion site, was detected between the groups (Supplementary Figure 17). In addition, we examined coronal sections at the T2 spinal level to visualize spared fibers above the lesion: any animals with spared fibers were removed from the analysis (Supplementary Fig. 18).

**Fig. 7:**
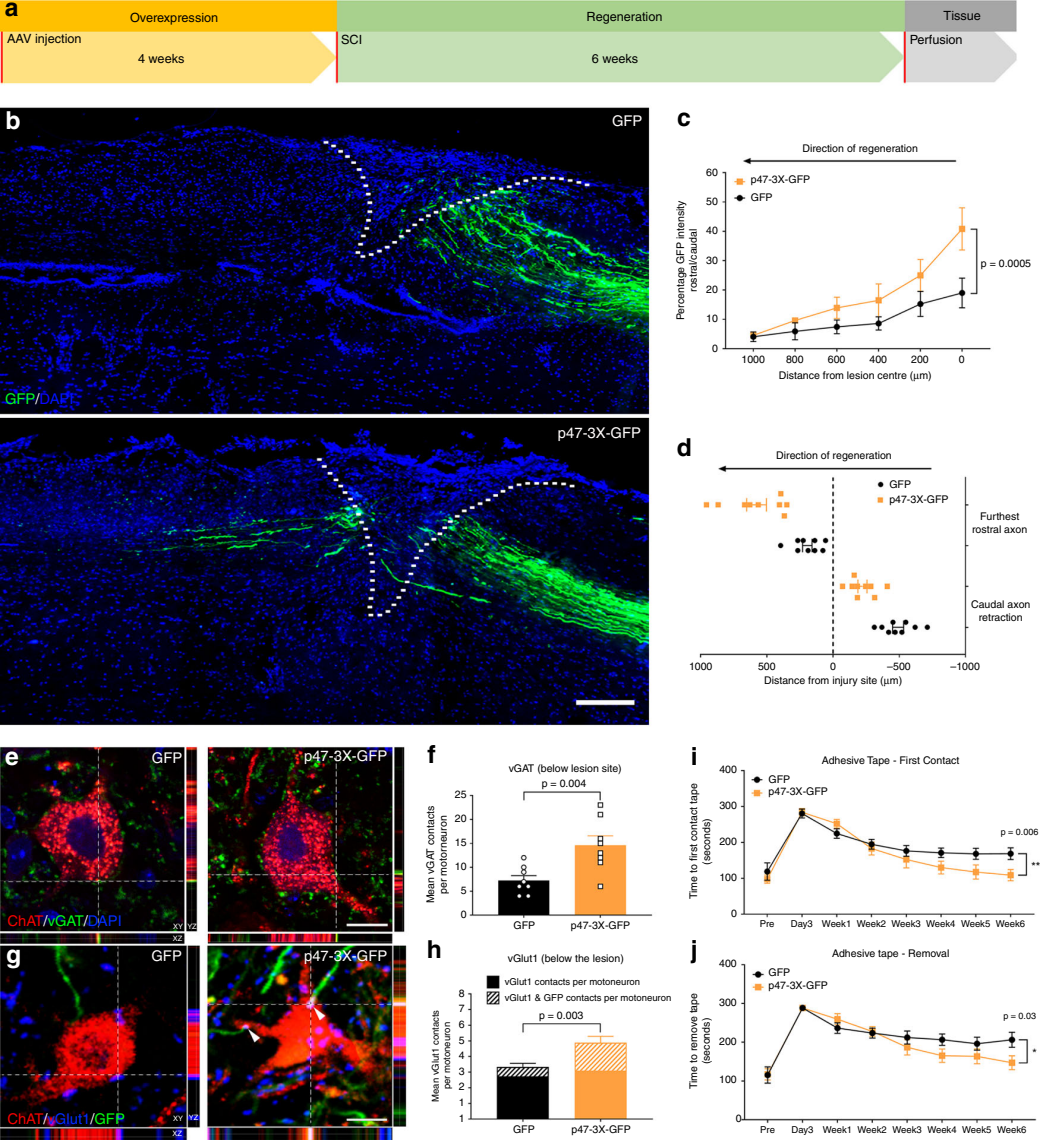
Overexpression of constitutively active p47phox (p47-3X) in DRG neurons induces axon regeneration and synaptic plasticity after SCI. **a** Timeline for the in vivo experiment. **b** Representative images of GFP-positive sensory axons (green) after spinal cord injury and DAPI (blue) to determine the lesion site (dashed line). Scale bar, 200 µm. **c** Quantification of fluorescence intensity of GFP-positive regenerating axons (mean ± SEM, two-way repeated-measures ANOVA, Tukey’s post hoc, *n* = 9 biologically independent animals/group examined over two independent experiments). Fluorescence intensity was measured in one series of tissue for each spinal cord. **d** Average distance between lesion center and furthest regenerating axon/caudal tract retraction (mean ± SEM, *n* = 9 biologically independent animals/group examined over two independent experiments. Length of the furthest regenerating five axons and main tract retraction was measured in one series of tissue for each spinal cord). **e** Multi-fluorescent orthogonal 3D confocal images show colocalization between vGAT-positive boutons (green) and ChAT-positive motor neurons (red) below the injury (L1-4). Scale bar 25 μm, the orthogonal planes XY, XZ, and YZ are labeled. **f** Quantification of vGAT-positive boutons apposed to motoneurons (mean ± SEM, two-tailed unpaired Student’s *t*-test, *n* = 9 biologically independent animals/group, average of 20 motoneurons/replicate examined over two independent experiments). **g** Multi-fluorescent orthogonal 3D confocal images show juxtaposition between vGlut1-positive boutons (blue), GFP-positive axons (green), and ChAT-positive motoneurons (red) below the injury (L1-4), arrowheads indicate triple colocalization. Scale bar 25 μm, the orthogonal planes XY, XZ, and YZ are labeled. **h** Quantification of vGlut1-positive boutons apposed to motoneurons (whole bar), vGlut1 and GFP colocalization apposed to motoneurons (cross-hatched area) (mean ± SEM, two-tailed unpaired Student’s *t*-test, *n* = 9 biologically independent animals/group, average of 20 motoneurons/replicate examined over 2 independent experiments). **i** Quantification of the time required to first contact an adhesive pad placed on the hind paws (mean ± SEM, two-way repeated-measures ANOVA, Tukey’s post hoc, *n* = 9 biologically independent animals/group examined over two independent experiments). **j** Quantification of the time required to remove an adhesive pad placed on the hind paws (mean ± SEM, two-way repeated-measures ANOVA, Tukey’s post hoc, *n* = 9 biologically independent animals/group examined over two independent experiments).

In addition to promoting axon growth, p47-3X-GFP overexpression also increased the number of vesicular gamma-aminobutyric acid transporter (vGAT)- and vesicular glutamate transporter 1 (vGlut1)-positive boutons (putative inhibitory and excitatory synapses) apposed to choline acetyl transferase-positive motor neurons in the lumbar spinal cord below the injury, as shown by multi-fluorescent orthogonal three-dimensional (3D) confocal images (Fig. 7e–h). Taken together, this data suggests spinal circuit reorganization and synaptic plasticity between motor neurons and both inhibitory propriospinal neurons (vGAT) and excitatory neurons, specifically group-Ia proprioceptive afferents (vGlut1), which have previously been associated with improvements in functional recovery^42–44^. To address whether overexpression of p47-3X was able to promote recovery of sensory function, we carried out the adhesive tape test that measures the time the animals take to first contact and then remove an adhesive tape placed on their hind paws. Indeed, we found that, by 6 weeks after the injury, p47-3X overexpression induced a significant improvement in both the time to sense and to remove the tape (Fig. 7i, j). Taken together, these data suggest that AAV-mediated overexpression of active NOX2 promotes plasticity and growth of sensory axons, as well as improvements in sensory function after SCI.

## Discussion

In this study, we describe an experimental model that we call “enriched conditioning” that operates via a neuronal intrinsic regenerative redox mechanism. Enriched conditioning significantly potentiates the regenerative ability of DRG neurons compared to the classical conditioning injury paradigm that has represented the gold standard for sensory axon regeneration since its discovery several decades ago^18–20^. We found that combining injury-independent (EE) and injury-dependent (SNA) approaches induced an additive effect on the regenerative potential of DRG neurons, displaying redox-mediated enhanced regeneration of ascending sensory axons well beyond the lesion site. The degree of regeneration elicited by enriched conditioning represents a superior standard for the regenerative ability of sensory neurons following a SCI for which we have begun to characterize the underlining molecular mechanisms. Specifically, we found that enriched conditioning induces PKC-dependent phosphorylation of STAT3, which drives the expression of NOX2 complex subunits by occupying hyperacetylated NOX2 promoter regions. We next demonstrated that activated STAT3 is important for NOX2 expression in DRG neurons and for enhanced regenerative potential elicited by enriched conditioning. We also showed that expression of a functional NOX2 complex in DRG neurons is required for the enriched conditioning-dependent increase in axon regeneration, as well as for redox signaling. Lastly, and importantly, AAV-mediated overexpression of active NOX2 is able to promote plasticity and regeneration of sensory axons after SCI along with partial recovery of sensory function.

The role of the PKC signaling pathway in axon regeneration is still ambiguous, with multiple studies reporting contradictory findings. In line with our results, several previous studies showed that increased PKC signaling is associated with sciatic nerve regeneration and that overexpression of specific PKC isoforms can promote DRG outgrowth as well as axon regeneration of retinal ganglion cells^16,45,46^. These findings support the evidence that enriched conditioning enhances PKC activation and a downstream increase in STAT3 phosphorylation, which are important for increasing the regeneration potential of DRG neurons. However, in apparent contradiction to our results, it has also been shown that intrathecal infusion of another PKC inhibitor (Gö 6976) induces regeneration of descending corticospinal tract axons as well as of ascending sensory fibers^47,48^. As the cellular concentration of these inhibitors can be hard to control in vivo, it is difficult to interpret these results with regard to the specificity of PKC isoform inhibition or of other kinases^49–52^. In addition, the PKC signaling pathway may play different regenerative roles in specific neuronal populations and the time at which the pathway is activated or inhibited after injury might affect its role in signaling and regeneration.

STAT3 phosphorylation is critical for its activation and for its ability to support axonal regeneration^53–55^. However, this is the first evidence of STAT3-dependent NOX2 expression promoting the regeneration of sensory axons, highlighting the importance of neuronal derived NOX2 signaling. In turn, the evidence that STAT3 is important for NOX2 expression further emphasizes the central role that this TF plays in axon regeneration. STAT3-dependent NOX2 expression requires the acetylation of NOX2 promoters, indicating that permissive chromatin states might facilitate pSTAT3-dependent induction of additional regeneration associated genes.

Furthermore, our data provide a number of additional TFs and signaling pathways that might be involved in enriched conditioning requiring further confirmatory studies that will expand the array of regenerative targets to promote repair and recovery after SCI.

Although a conditioning lesion promotes macrophage-dependent exosomal release of NOX2 complexes into injured axons^15^, enriched conditioning triggers intrinsic neuronal expression of NOX2 complex that leads to significantly increased axonal regeneration after SCI compared to conditioning alone. The superior regenerative capacity following enriched conditioning might be explained by the intrinsic neuronal transcriptional activation of NOX2 that is further supported by epigenetic mechanisms such as histone acetylation at NOX2 promoters. These epigenetic mechanisms likely allow increased transcriptional activity over prolonged periods of time, as suggested by recent studies where the role of epigenetic regulation in axonal regeneration has been reported^30,56–63^. In line with this, we found that enriched conditioning induces an enduring increase in NOX2-dependent redox signaling as suggested by elevated ROS levels up to one week following SCI.

To elucidate NOX2-dependent redox signaling induced by enriched conditioning, we chose an unbiased systematic approach by using state of the art redox proteomics. Functional analysis of the differentially redox modified proteins indicated that NOX2 was required for pathways involved in cell signaling and wound-healing response exclusively after enriched conditioning, where NOX2 is needed for axonal regeneration. It also suggests a NOX2-dependent shift from mitochondrial metabolism and respiration to redox signaling, directed to cellular repair and wound-healing processes.

This study provides evidence for the existence of neuronal intrinsic regenerative redox signaling and it demonstrates that AAV-mediated activation of neuronal NOX2 promotes axon regeneration, synaptic plasticity, and partial recovery of sensory function after SCI. While this work suggests potentially druggable targets within the PKC-STAT3-NOX2 signaling axis, it also advocates against the indiscriminate use of post-injury antioxidant treatment.

In summary, we have discovered a model whereby sensory neurons convey injury-dependent and injury-independent signals onto intracellular molecular pathways that promote regenerative redox signaling in the CNS, overcoming the current standards set by the conditioning lesion. Similar to the classical conditioning paradigm that, over the years, allowed the identification and targeting of a number of regenerative pathways, we believe that the enriched conditioning model will represent an improved platform for the discovery of regenerative molecular mechanisms and targets.

## Methods

### Mice

Animal work was carried out in accordance to regulations of the UK Home Office under the Animals (Scientific Procedures) Act 1986, with Local Ethical Review by the Imperial College London Animal Welfare and Ethical Review Body Standing Committee (AWERB). B6(Cg)-*Ncf1*^*m1J*^/J (Ncf1^−*/*−^, Jackson), B6.129S-*Cybb*^*tm1Din*^/J (gp91phox^−*/*−^/NOX2^−*/*−^, Jackson), B6(Cg)-Cybbtm1.1Abk/J (NOX2^fl/fl^,^34^), B6.129S1-Stat3tm1Xyfu/J (STAT3^fl/fl^, Jackson), LysM-Cre-NOX2^−/−^, and corresponding WT littermates or C57Bl6/J (Harlan, UK) mice ranging from 4 to 8 weeks of age were used for all experiments. For generation of macrophage-specific NOX2^−*/*−^ mice, NOX2^fl/fl^ mice were crossed with LysM-Cre mice as previously described^15^. For all surgeries, mice were anesthetized with isoflurane (5% induction 2% maintenance) and a mixture of buprenorphine (0.1 mg/kg) and carprophen (5 mg/kg) was administered peri-operatively as analgesic.

### Animal housing

Animals were kept on a 12 h light : dark cycle with food and water provided ad libitum, at a constant room temperature (RT) and humidity (21 °C and 5%, respectively). Standard housing for mice consisted of 26 × 12 × 18 cm^3^ cages housing four mice with tissue paper for bedding, a tunnel and a wooden chew stick. The enriched environment housing consisted of 36 × 18 × 25 cm^3^ cages housing eight mice with tissue paper for bedding, a tunnel and a wooden chew stick. EE cages also received additional nesting material which included nestlets, rodent roll and sizzle pet (LBS Biotech). EE cages continually contained a hanging plastic tunnel (LBS Biotech) and a plastic igloo combined with a fast-track running wheel (LBS Biotech). In addition to this, EE cages received a wooden object (cube, labyrinth, tunnel, corner 15) (LBS Biotech), which was changed after 5 days, to help maintain a novel environment. The EE cages also received 15 g fruity gems (LBS Biotech) every 5 days, to encourage exploratory and natural foraging behavior.

### Spinal cord injury

Surgeries were performed as previously reported. A laminectomy at vertebra T9 was performed to expose spinal level T12 and a dorsal hemisection until the central canal was then performed using microscissors (Fine Science Tools). For the sham surgery, a laminectomy was performed but the dorsal hemisection was not. Any bleeding was stopped and the muscle and skin was sutured closed. Six weeks after SCI, animals were deeply anesthetized and perfused transcardially.

### Sciatic nerve axotomy

Briefly, sciatic nerve lesion experiments were performed under isoflurane anesthesia (5% induction, 2% maintenance). The biceps femoris and the gluteus superficialis were separated by blunt dissection, and the sciatic nerve was exposed. Sciatic injury was performed by complete transection using microscissors. Sham-operated mice that underwent exposure of the sciatic nerve without axotomy were used as surgery controls.

### Local delivery of compounds or viral particles on the sciatic nerve

For local compound delivery, 2.5 µl of each compound or its corresponding vehicle (saline or dimethyl sulfoxide (DMSO)) were slowly poured onto the nerve with a pipette to avoid damage on the nerve and allowed to penetrate the tissue for several minutes prior performing the injury or the sham procedure before suturing the wound. For retrograde tracing and transport and experiments, 3 µl of Dextran-584 (Life Technology) or 1% CTB (List Biological Laboratories) were injected into the nerve prior to dorsal column axotomy or sciatic nerve crush. For AAV virus delivery to DRG neurons, 2.5 µl of AAV5-GFP (SignaGen Laboratories), or AAV5-Cre-GFP (SignaGen Laboratories), or AAV8-GFP (Viral Vector Core, The Miami Project) or AAV8-p47-3X-GFP (Viral Vector Core, The Miami Project) were injected into the sciatic nerve with a 10 µl Hamilton syringe and Hamilton needle (NDL small RN ga34/15 mm/pst45°) (Hamilton) before suturing the wound.

### Pharmacological compounds

PKC inhibitor Gö 6983 (ab144414) and PKC activator I3A (ab144280) were purchased from Abcam and Panobinostat was purchased from Selleckchem. Solutions of 2 µM Gö 6983, 500 nM I3A, and 200 µM Panobinostat were dissolved in DMSO. For each group treated with a drug, the respective control group received the same volume of vehicle (DMSO).

### Western blotting

Proteins from sciatic DRG were extracted using RIPA buffer with protease and phosphatase inhibitor cocktails (Roche). Total lysates were obtained by 30 min lysis on ice followed by 30 min centrifugation at 4 °C. Protein concentration of lysate was quantified using Pierce BCA Protein Assay Kit (Thermo Scientific). Ten to 50 μg proteins were loaded to SDS-polyacrylamide gel electrophoresis gels and transferred to polyvinylidene difluoride membranes for 2 h. Membranes were blocked with 5% bovine serum albumin (BSA) or milk for 1 h at RT and incubated with gp91phox (1:200, Mouse, BD Biosciences), p47phox (1:200, Rabbit, Santa Cruz), p-p47phox (S345) (1:100, Rabbit, Sigma), p67phox (1:500, Rabbit, Abcam), p22phox (1:100, Rabbit, Abcam), H3 (1:1000, Rabbit, Abcam), STAT3 (1:500, Mouse, Cell Signaling Technology), pSTAT3 (1:1000, Rabbit, Cell Signaling Technology), pPKC (1:1000, Rabbit, Cell Signaling Technology), PKC (1:1000, Rabbit, Abcam), or GAPDH (1:1000, Rabbit, Cell Signaling Technology) at 4 °C O/N. Following incubation with horseradish peroxidase-linked secondary antibody (1:1000 anti-Rabbit or anti-Mouse GE Healthcare) for 1 h at RT, membranes were developed with ECL substrate (Thermo Scientific).

### DRG cell culture

Adult DRG were dissected and collected in Hank’s balanced salt solution on ice. DRG were transferred to a digestion solution 5 mg/ml Dispase II (Sigma), 2.5 mg/ml Collagenase Type II (Worthington) in Dulbecco’s modified Eagle’s medium (DMEM; Invitrogen) and incubated at 37 °C for 45 min with occasional mixing. Subsequently, DRG were transferred to media containing 10% heat inactivated fetal bovine serum (Invitrogen), 1× B27 (Invitrogen) in DMEM:F12 (Invitrogen) mix, and were manually dissociated by pipetting until no remaining clumps of DRG were observed. Dissociated cells were spun down, resuspended in media containing 1× B27 and Penicillin/Streptomycin in DMEM:F12 mix, and plated at 3500 cells/coverslip. The culture was maintained in a humidified atmosphere at 5% CO_2_ in air at 37 °C. For ex vivo culture, mice underwent surgeries as previously described, and 24 h after surgery mice were killed and sciatic DRG were collected and cultured for 12 h, fixed, and stained.

### Plasmids

pCDNA6.2emGFP was from Invitrogen. pEGFPc1humanp47phox was a gift of Professor Saito at the Laboratory of Molecular Pharmacology, Biosignal Research Center, Kobe University, Kobe, Japan^64^. All STAT3 plasmids generated contain the same pEGFP-C1 backbone, which was derived by excising *Sp1* from the pEGFP-SP1 vector plasmid, gift from Beatrice Yue (Addgene plasmid #39325). The pEGFP-SP1 vector was XhoI/KpnI digested in a sequential restriction digest releasing the 2355 bp *Sp1* gene to yield the pEGFP-C1 expression vector. Klenow fragment of DNA Polymerase I (New England Biolabs) was used to blunt ends. Expression vector for ligation with SD *STAT3* was blunted after XhoI digestion. Alkaline phosphatase (New England Biolabs) was used to dephosphorylate ends of vector. Mouse S727D mutant *STAT3* was amplified from pCDNA3-S727D-STAT3, gift from Jie Chen (Addgene plasmid #73364) using primers stat3F and stat3R. The 2393 bp amplicon was purified using the QIAquick PCR Purification Kit (Qiagen). The purified PCR product was first HindIII digested followed by Klenow fragment DNA Pol I blunting and KpnI digestion. The SD *STAT3* insert was ligated into the expression vector, pEGFP-C1, using T4 DNA Ligase and T4 DNA Ligase Buffer (10×) (New England Biolabs). pLEGFP-WT-STAT3 and pLEGFP-Y705F-STAT3 plasmids were gifts from George Stark (Addgene plasmids #71450 #71445). pLEGFP-WT-STAT3 and pLEGFP-Y705F-STAT3 plasmids were both digested with HindIII to release the 2337 bp mouse *STAT3* fragments. The WT-*STAT3* and YF-*STAT3* fragments were ligated into separate pEGFP-C1 expression vectors. Agarose gel electrophoresis was routinely used, after restriction digests and PCR amplification of SD *STAT3*. Agarose gel electrophoresis was carried out on a 1% agarose gel in TAE buffer. Ethidium bromide was added to agarose to a final concentration of 0.5 μg/mL, followed by separation at 100 V for 45–75 min. Gels were visualized using an Ultraviolet Transilluminator (UVP). Each *STAT3* plasmid construct was introduced into 100 μl of DH5α competent cells by heat shock transformation. The transformed cells were incubated in Lysogeny Broth (LB) medium supplemented with 1 M MgCl_2_, 1 M MgSO_4_, and 2 M glucose at 37 °C for 1 h with shaking. Cells were centrifuged at 3000 × *g* for 5 min and plated on LB agar plates with 100 μg/mL of kanamycin. Colonies were picked and cultured in LB medium and kanamycin (100 μg/mL) overnight at 37 °C with shaking. Plasmid DNA purification was performed following the QIAprep Spin Miniprep (Qiagen) protocol. After confirming the validity of *STAT3* plasmid constructs, the plasmid DNA was purified following the EndoFree Plasmid Maxi (Qiagen) protocol for a larger yield of DNA. pCDNA6.2emGFP was from Invitrogen and pEGFPc1humanp47phox^64^ was a gift of Professor Saito at the Laboratory of Molecular Pharmacology, Biosignal Research Center, Kobe University, Kobe, Japan. The S303D/S304D/S328D mutations (described in ref. ^65^ were inserted by site-directed mutagenesis (NEB Q5 site-directed mutagenesis kit following the manufacturer’s instructions).

### In vivo redox-state detection in tissue sections

In vivo redox levels were detected using hydrocyanine–Cy3 (ROSstar550, LICOR). Freshly dissected DRG were washed in ice-cold phosphate-buffered saline (PBS)–diethylenetriamine pentaacetic (DTPA), incubated with 100 µM hydrocyanine–Cy3 in PBS for 30 min at 37 °C, and then washed once with PBS–DTPA before being fixed in 4% paraformaldehyde (PFA).

### Oxiproteomics

Six WT and six NOX2^−/−^ mice were treated with EE+SNA or Sham. After 24 h, DRGs were dissected and immediately placed into 20% (w/v) trichloric acid, to preserve the thiol redox state. Redox proteomics was performed using the BIAM switch assay^66^. Detailed description of sample preparation, mass spectrometry and data analysis have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository^67^ with the dataset identifier PXD018085. Quantitative mass spectrometry data (LFQ) represent oxidized proteins. Data were further analyzed by Perseus (v. 1.6.1.3). Contaminants and reversed identification were removed. Individual proteins per each protein group were included in the analysis. Missing values were replaced by background values from normal distribution. Student’s *t*-test (*p*-value) and Bonferroni-based false discovery rate (multiple testing, *q*-value) was used to identify significant enriched proteins between experimental groups.

### ClueGO clustering analysis

GO clustering analysis of the differentially oxidized proteins in EE SNA and Sham-specific datasets was performed with ClueGO in Cytoscape 3.7.1 using the following standard parameters: Bonferroni *P*-value < 0.05; GO tree interval min2, max8; GO selection min3, 2%; Kscore 0.4; mouse background.

### Histology and immunohistochemistry

Tissue was post-fixed in 4% PFA (Sigma) and transferred to 30% sucrose (Sigma) overnight to cryoprotect, the tissue was then embedded in OCT compound (Tissue-Tek) and frozen at −80 °C. DRGs were sectioned at 10 µm thickness and mouse spinal cord at 20 µm using a cryostat (Leica). Immunohistochemistry on tissue sections was performed according to standard procedures. For all antibodies used, antigen retrieval was performed submerging the tissue sections in 0.1 M citrate buffer (pH 6.2) at 98 °C for 5 min. Next, tissue sections were washed with PBS to remove the excess of citrate buffer and blocked for 1 h with 8% BSA, 1% PBS-TX100. Finally, the sections were incubated with anti-p47phox (1:200, rabbit, Santa Cruz), p-p47phox (S345, 1:200, rabbit, Sigma), gp91phox (1:200, Mouse, BD Biosciences), pSTAT3 (1:200, Rabbit, Cell Signaling Technology 9145), CTB (1:1000, List biological 703), Tuj1 (1:1000, Promega G7121), H3K27ac (1:500, Abcam ab4729), GFAP (1:500, Millipore AB5804), CD68 (1:500, Abcam ab213363), vGlut1 (1:1000, Synaptic system 135302), vGAT1 (1:500, Synaptic Systems 131011), p-PKC (1:1000, Cell Signaling Technology 9371), NF200 (1:1000 Millipore MAB5262), SOX10 (1:1000, Abcam ab264405) antibodies at 4 °C O/N. This was followed by incubation with Alexa Fluor-conjugated goat secondary antibodies according to standard protocol (1:1000, Invitrogen). Slides were counterstained with 4′,6-diamidino-2-phenylindole (DAPI) to visualize nuclei (1:5000, Molecular Probes).

### Immunocytochemistry

Glass coverslips were coated with 0.1 mg/ml Poly-D-Lysine (PDL), washed, and coated with mouse Laminin 2 µg/ml (Millipore). Cells were plated on coated coverslips for 24 h, at which time they were fixed with 4% PFA and then cryoprotected using 4% sucrose. Immunocytochemistry was performed by incubating fixed cells with anti-βIII Tubulin (1:1000, Tuj1, Mouse, Promega G7121), pSTAT3 (1:1000, Rabbit, Cell Signaling Technology 9145), and p-PKC (1:1000, Rabbit, Cell Signaling Technology 9371) antibodies at 4 °C O/N. This was followed by incubation with Alexa Fluor-conjugated goat secondary antibodies according to standard protocol (1:1000, Invitrogen). Slides were counterstained with DAPI to visualize nuclei (1:5000, Molecular Probes).

### Image analysis for IHC and ICC

All analysis was performed by the same experimenter who was blinded to the experimental groups. DRG photomicrographs were taken with a Nikon Eclipse TE2000 microscope with an optiMOS scMOS camera using 10× or 20× magnification using ImageJ (Fiji 64bits 1.52p), Macromanager 1.4 software for image acquisition.

### Analysis of neurite outgrowth

The mean neurite outgrowth per DRG neuron was manually measured using the NeuronJ plugin for ImageJ software (ImageJ 1.52p). We measured the mean neurite outgrowth of ~20 neurons per replicate with at least three mice per group and three technical replicates per mouse.

### Analysis of CTB-positive dorsal column axon regeneration in the spinal cord

Regeneration of dorsal column axons were quantified from sagittal spinal cord sections from one series of tissue for each mouse. CTB intensity was quantified using ImageJ software at set distances rostral to injury center then expressed as a percentage of the CTB intensity caudal to the injury site to control for variations in tracing efficacy.

The furthest rostral CTB-positive axon was determined relative to the lesion center and caudal axon retraction was defined as distance the lesioned axon bundle retracted relative to the lesion center.

Coronal spinal cord sections at T3 spinal level were examined to check for spared fibers above the lesion; any animals with sparing were removed from the analysis. All analyses were performed blind to the experimental group.

### Analysis of GFAP intensity around the lesion site

GFAP intensity and area was quantified from sagittal spinal cord sections from one series of tissue for each animal. Quantification was done using ImageJ, the background was subtracted, and then the mean pixel intensity and area of immune reactivity was measured.

### Analysis of fluorescence intensity in DRG neurons

For quantitative analysis of pixel intensity (pPKC, pSTAT3, H3K27ac, Hydrocy3, gp91phox, p47phox, and p-p47-phox), the nucleus or soma of DRG neurons were manually outlined in images from one series of stained tissue for each mouse. To minimize variability between images, pixel intensity was normalized to an unstained area and the exposure time and microscope setting were fixed throughout the acquisition.

### Analysis of vGlut1 and VGAT immunohistochemistry in proximity to motor neurons

VGlut1 and VGAT synaptic boutons were imaged with a SP8 Leica confocal microscope. Z-stack images were taken with an average thickness of 15 µm with a step size of 0.3 µm. Sequential line scanning was performed when more than two channels were acquired. Multi-fluorescent orthogonal 3D image analysis and visualization were performed using Leica LAS X software. The Average number of vGlut1 or VGAT boutons opposed to motor neurons in the ventral horn of L1-3 spinal sections was calculated by analyzing 20 motor neurons per replicate. All analyses were performed blind to the experimental group.

### RNA sequencing

RNAseq was performed using RNA from DRG in three biological replicates. For DRG RNAseq, sciatic DRG were extracted bilaterally from two mice that were pooled in one biological replicate and stored in RNase later (Qiagen). DRG tissue was crushed with RNAse free micropestle and RNA was extracted using RNAeasy kit (Qiagen), according to the manufacturer’s protocol. Residual DNA contamination was removed by on column DNase I treatment (Qiagen) for 15 min at RT. RNA concentrations and quality were measured using Agilent 2100 Bioanalyzer (Agilent). RNA with RNA integrity number (RIN) factor above 7.5 was used for library preparation. Libraries were prepared at Ospedale San Raffaele (Milan) using the TruSeq mRNA Sample Preparation kit (Illumina) and sequenced using Illumina HiSeq 2500 100-cycle, paired-end sequencing. Sequence reads were aligned to the mm10 mouse reference genome sequence using tophat version 2.0.12 running Bowtie2-2.2.3. Gene structure annotations corresponding to the Ensembl annotation of the mm10 genome sequence were used to build a transcriptome index and provided to tophat during the alignment step. The aligned reads were sorted using samtools-0.1.19 and read counts per gene were obtained from mapped reads using HTSeq- 0.6.1. EdgeR version 3.8.6 (using limma-3.22.7) in R-3.1.1 was used to identify DE genes (*P*-value < 0.05). Read-level quality checking was performed using fastqc-0.10.1 and the fastqc-aggregator (https://github.com/staciaw/fastqc_aggregator), and gene-level quality checking was performed using RSeQC-2.6.1. GO was performed on the DE genes with DAVID (Database for Annotation, Visualization, and Integrated Discovery version 6.7 (http://david.abcc.ncifcrf.gov/) using a threshold of *P* < 0.05 and all the expressed genes in the RNAseq dataset as reference genome. Functional GO clustering was performed using ClueGO in Cytoscape (http://www.cytoscape.org): (Bonferroni *P* < 0.05) (GO tree interval min3, max8) (GO selection min 4, 1%) (Kscore 0.3). DE genes that resulted enriched in the GO functional clustering were uploaded into STRING 10.5 to build a protein–protein interaction network that was visualized by Cytoscape. DE gene sets for each condition were visualized by BioVenn (C) 2007–2020 Tim Hulsen. Additional four random networks were generated as control, randomly selecting, by using “rand” function in Excel, the same number of genes from the DE gene list. Connectivity parameters were calculated and statistically compared between the selected and the four randomly generated networks (Supplementary Data 5).

### P-SCAN analysis

TF motif enrichment analysis was performed using PScan^35^ on the TSS (+50 bp/−950 bp) regions of genes belonging to NOX pathway that were upregulated after EE + SNA.

### RNA extraction and cDNA synthesis

DRG were dissected as previously described (refer to DRG extraction section) and were collected in an Eppendorf tube containing 200 μL/tube of RNA-Later solution. Tubes were left at −20 °C overnight and the day after tissue was crushed with a pestle and lysed by adding 200 μL/tube of freshly prepared lysis buffer (RNeasy Protect Mini Kit, Qiagen) and mercaptoethanol. RNA was extracted following standard procedure using the RNeasy Protect Mini protocol (Qiagen) including DNase I digestion step. Total RNA extracted was converted to first-strand cDNA using the SuperScript III First-Strand Synthesis System kit (Thermo Fisher Scientific). For HEK-293 cell experiment, cells were lysed by adding 600 μL/well of freshly prepared lysis buffer (RNeasy Protect Mini Kit, Qiagen) and mercaptoethanol. Cell lysates were transferred to Eppendorf tubes and RNA was extracted following standard procedure using the RNeasy Protect Mini protocol (Qiagen) including DNase I digestion step. Total RNA extracted was converted to first-strand cDNA using the SuperScript® III First-Strand Synthesis System kit (Thermo Fisher Scientific).

### PCR and qPCR

Taq DNA Polymerase (New England Biolabs) was used in the PCR amplification of SD STAT3 from the pCDNA3-S727D-STAT3 vector plasmid. The PCR was performed on a Mastercycler Pro (Eppendorf, Hamburg, Germany). The thermal cycle profile consisted of 1 cycle (5 min at 94 °C; 2 min at 52 °C; 7 min at 72 °C) and a further 40 cycles (1 min at 94 °C; 1 min 54 °C; 1 min 72 °C). All qPCR was carried out using SYBR Green I (2×) contained within the Platinum SYBR Green qPCR SuperMix-UDG kit (Thermo Fisher Scientific). Reactions were performed in triplicates and analyzed on a 96-well plate in a final PCR reaction volume of 20 μL using 7900HT Fast Real-Time PCR System (Applied Biosystems, Foster City, CA USA). The thermal cycle profile consisted of 45 cycles composed of 4 stages (5 min at 95 °C, 20 s at 95 °C, 20 s at 56 °C, 20 s at 72 °C) and a final dissociation stage. The threshold cycle (Ct) data after each run was exported from SDS v2.4. The Ct data for the precipitated DNA in the anti-pSTAT3 ChIP was first normalized against the 5% input. The normalized precipitated DNA values were expressed as fold change relative to the negative control, IgG. The Ct data derived from the RT-qPCR on the total RNA were first normalized to the endogenous reference gene GAPDH and expressed as fold change relative to the control (Sham for DRG and eM-EGFP for HEK cell experiments, respectively). qPCR optimization against a sixfold dilution of mouse genomic DNA was carried out prior to PCR run to determine optimal primer/DNA concentrations and annealing temperature.

### Chromatin immunoprecipitation

A freshly prepared solution of 1% formaldehyde (Merck #F8775) was added to crushed sciatic DRG for in vivo crosslinking (15 min at RT) of the protein–DNA complexes. Crosslinking was quenched by addition of 2.5 M glycine for 5 min and centrifugation (2500 × *g*, 3 min, 4 °C). The pellet was washed four times with PBS + protease inhibitor (Merck KGAa #11873580001) and resuspended in Lysis Buffer 1 (1 M Hepes-KOH, 5 M NaCl, 0.5 M EDTA, 50% glycerol, 10% NP-40, 10% Triton X-100). The lysed cells were rocked at 4 °C for 10 min and centrifuged (2000 × *g*, 5 min, 4 °C). Pellet resuspended in Lysis Buffer 2 (Tris-HCl, 5 M NaCl, 0.5 M EDTA, 0.5 M EGTA). Nuclei collected by centrifugation (2000 × *g*, 5 min, 4 °C) and resuspended in Lysis Buffer 3 (Tris-HCl, 5 M NaCl, 0.5 M EDTA, 0.5 M EGTA, 10% Na-Deoxycholate, 20% N-lauroylsarcosine). The nuclear DNA was sonicated with Bioruptor (Diagenode, Liege, Belgium) to an average length of 200–800 bp. Dynabeads Protein G (Invitrogen #10004D, Carlsbad, CA USA) were washed in blocking solution (1× PBS, 0.5% BSA, ddH2O) three times. Input was 5% of nuclear DNA samples and stored at −80 °C. Beads were resuspended in blocking solution and anti-pSTAT3 (Cell Signaling Technology #9145, Leiden, The Netherlands) or nonreactive rabbit IgG (negative control) and left to incubate for 6 h on a rotating platform at 4 °C. A final PBS wash is carried out to remove any excess antibody. For preclearing of the nuclear DNA, the solution was incubated with washed Dynabeads for 6 h. After incubation, the precleared DNA was added to the pre-blocked antibody/Dynabead solution and incubated overnight on a rotating platform at 4 °C. The DNA/antibody/Dynabead solution was washed five times in Wash Buffer (1 M Hepes-KOH pH 7.6, 5 M LiCl, 0.5 M EDTA, 10% NP-40, 10% Na-Deoxycholate, ddH2O) and one time in TBS (20 mM Tris pH 7.6, 150 mM NaCl). Elution buffer was added to DNA/antibody/Dynabead samples and the input samples as well, and left to incubate at 65 °C O/N for crosslink reversal. The DNA/antibody solution was separated from the Dynabeads and purified using the QIAquick PCR Purification Kit (Qiagen).

### Oligonucleotides

All primers were supplied by Eurofins Genomics (Ebersberg, Germany). PCR based cloning of SD STAT3 2 primers, stat3F (5′-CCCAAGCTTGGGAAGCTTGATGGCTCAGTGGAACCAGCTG-3′) and stat3R (5′-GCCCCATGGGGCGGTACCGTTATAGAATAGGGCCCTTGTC3′) were designed for the PCR amplification of SD STAT3 from the pCDNA3-S727D-STAT3 vector plasmid. Stat3F was designed for amplification of the sense strand of SD STAT3 sequence and introduction of a HindIII restriction site at the 5′-end. Stat3R was designed for amplification of the nonsense strand of SD STAT3 and introduction of a KpnI restriction site at the 5′-end. Sanger sequencing of STAT3 plasmid constructs 7 forward primers were designed for Sanger sequencing of the pEGFP-WT/YF/SD STAT3 plasmid constructs. One primer each was designed for sequencing of the WT and YF-STAT3 plasmid constructs and five primers for the SD STAT3 plasmid.

stat3wt: 5′-GTAAGACCCAGATCCAGTCC-3′

stat3yf: 5′-GTAAGACCCAGATCCAGTCC-3′

stat3sd1: 5′-GCAAGAGTCCAATGTCCTCT-3′

stat3sd2: 5′-GCAATGGAGTACGTGCAGAAG-3′

stat3sd3: 5′-AGACTCTGGGGATGTTGCTG-3′

stat3sd4: 5′-TCAGGGTGTCAGATCACATG-3′

stat3sd5: 5′-AAGGAGGAGGCATTTGGAAAG-3′

### Primers

Six primer pairs were designed for the qPCR analysis of the RNA isolated from DRG tissue. The mRNA templates for the 6 NOX2 subunit coding sequences (CDS) were derived from NCBI nucleotides database (NCBI-website). Primers were designed on the sequence spanning an intron and an exon, when possible, in order to avoid non-specific amplification of the respective gene. All primers produce a 150–400 bp PCR product. NCBI Primer-BLAST (https://www.ncbi.nlm.nih.gov/tools/primer-blast/) was used to ensure that primers were optimally designed with an appropriate balance between template specificity and thermodynamic stability.

gp91phox: sense 5′-GAGTCACGCCCTTTGCCTCC-3′, antisense 5′-CTCAAAGGCATGCGTGTCCC-3′

p22phox: sense 5′-ACCTGACCTCTGTGGTGAAGC-3′, antisense 5′-GGCAATGGCCAAGCAGACG-3′

p47phox: sense 5′-CAACAGCGTCCGATTCCTGC-3′, antisense 5′-TCGATGGATTGTCCTTTGTGCC-3′

p67phox: sense 5′-GGAACTGAAGCTCAGCGTGC-3′, antisense 5′-ACCCACCGTATGCTCACACC-3′

Rac1: sense 5′-TTTTCCCCAGCTTTGGGTGG-3′, antisense 5′-GTGTCTCCAACTGTCTGCGG-3′

NOX3: sense 5′-AGCTCTGTAGCATGCCGAGG-3′, antisense 5′-TGGGTCGCCCATAGAAAGCC-3′

Jun: sense 5′-AGCGCCTGATCATCCAGTCC-3′, antisense 5′-TCGTCGGTCACGTTCTTGGG-3′

Six primer pairs were designed for qPCR analysis of the DNA isolated from the anti-pSTAT3 ChIP. The DNA templates for the six subunit genes that constitute NOX2 were derived from the Mouse Genome Assembly GRCm38.p6 using Ensembl (https://www.ensembl.org/). Primers were designed upstream of the first exon sequence that is not part of the CDS (5′-untranslated region). All primers produce a 150–400 bp PCR product. NCBI Primer-BLAST (https://www.ncbi.nlm.nih.gov/tools/primer-blast/) was used to ensure that primers were optimally designed with an appropriate balance between template specificity and thermodynamic stability.

*CYBA*: sense 5′-AAGTGACTTACGCCTCTGGC-3′, antisense 5′-TTGAGGTCCGCAGAACCAGC-3′

*CYBB*: sense 5′-CTTATAACACTTCATCCAGGG-3′, antisense 5′-CCATTCAGCACACCATCATCG-3′

*NCF1*: sense 5′-CATGGTGTCGGTAGAACAGG-3′, antisense 5′-TCCTGCAGGGCACTCTTAGG-3′

*NCF2*: sense 5′-TTCAGCACTCTCCCGGAGG-3′, antisense 5′-TGTCAGGATGCAGGGGACC-3′

*NCF4*: sense 5′-CACCAGAGACAGGCACTGAG-3′, antisense 5′-CCTCACACGTCTTCTCAGCC-3′

Six primer pairs were designed for the qPCR analysis of RNA transcripts extracted from the HEK-293 cells transfected with a DNA plasmid expressing STAT3. The mRNA templates for the six subunit genes that constitute NOX2 were derived from the RefSeq human reference genome assembly using the NCBI Nucleotide Database (https://www.ncbi.nlm.nih.gov/nuccore/). The primers were designed to span an exon-exon junction and produce a 150–400 bp PCR product. NCBI Primer-BLAST was used to ensure that primers were optimally designed with an appropriate balance between template specificity and thermodynamic stability.

*CYBA*: sense 5′-CCAGTGGTACTTTGGTGCC-3′, antisense 5′-CACAGCCGCCAGTAGGTAG-3′

*CYBB*: sense 5′-CTTCACTCTGCGATTCACACC-3′, antisense 5′-AGACCTCCGGATGGTTTTGG-3′

*NCF1*: sense 5′-GTCCTGACGAGACGGAAGAC-3′, antisense 5′-CGTCTTTCCTGATGACCCAC-3′

*NCF2*: sense 5′-ATGTTCAACGGGCAGAAGGG-3′, antisense 5′-CCAGGGGCTTTGGAACTAGG-3′

*NCF4*: sense 5′-CGGAAAGTCAAGAGCGTGTC-3′, antisense 5′-TCGTAGGGATGGCAGGAAGG-3′

*RAC1*: sense 5′-AGCCGATTGCCGATGTGTTC-3′, antisense 5′-GACCCTGCGGATAGGTGATG-3′

### Behavioral assessment of sensorimotor function

Mice were trained daily for 1 week pre-surgery before baseline measurements and then assessed on day 3 post-surgery and weekly thereafter. All behavioral testing and analysis were done by two independent observers blinded to the experimental groups.

### Grid walk

The grid walk consists of a 50 cm × 5 cm plastic grid placed between two vertical 40 cm high wood blocks. The mesh is formed by 1 cm × 1 cm spaces. Mice were allowed to run the grid walk three times per session. The number of total steps and missteps per run for each hind paw were analyzed by a blind investigator.

### Adhesive removal

An 8 mm diameter adhesive pad was placed on each hind paw. The mouse was then placed into plexi-glass box and the time until it first contacted each of the adhesive pads was recorded, followed by the time until it removed the adhesive pads from each hind paw. The maximum time allowed for each animal was 5 min. Each animal was tested twice per time point and values represent the average time from both hind paws from both runs.

### Statistical analysis

Results are expressed as mean ± SEM. Statistical analysis was carried out using GraphPad Prism 8. Normality was tested for using the Shapiro–Wilk test. Normally distributed data were evaluated using a two-tailed unpaired Student’s *t*-test or a one-way ANOVA when experiments contained more than two groups. The Tukey’s post hoc test was applied when appropriate. The Mann–Whitney’s *U*-test was used for non-parametric evaluation. A threshold level of significance α was set at *P*-value *<* 0.05. Significance levels were defined as follows: *P-value *<* 0.05; **P-value *<* 0.01; ***P-value *<* 0.001, ****P-value < 0.0001. All data analysis was performed blind to the experimental group.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this paper.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

## Data Availability

The RNAseq data have been deposited in GEO with the following number: GSE138769. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository67 with the dataset identifier PXD018085. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Enriched conditioning expands the regenerative ability of sensory neurons after spinal cord injury via neuronal intrinsic redox signaling
**Source:** Nat Commun. 2020 Dec 21;11:6425. doi: 10.1038/s41467-020-20179-z
**Supplement:** Supplementary file 1 — Supplementary Information

## SUPPLEMENTARY INFORMATION

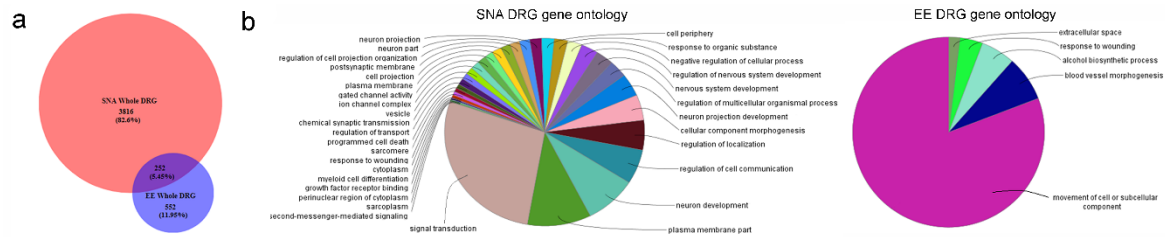

**Supplementary Figure 1.** **a** Area proportional Venn diagram showing the number of DE genes and the extent of overlap between SH SNA and EE Sham vs SH Sham P-value <0.05, n=3 independent biological animals/group). **b** Pie chart of the distribution of genes in each functional group identified in the clustering GO analysis of the DE genes upon SH SNA and EE Sham vs SH Sham run with ClueGO in Cytoscape. Functional groups are highlighted in different colours (Bonferroni P-value <0.05).

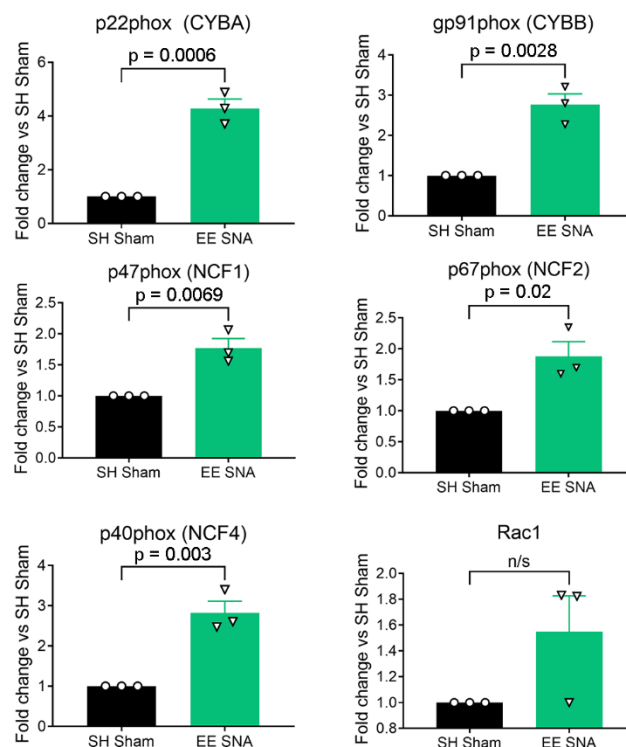

**Supplementary Figure 2.** Quantitative RT-PCR analysis of NOX2 complex subunits mRNA levels in DRG after SH Sham or EE+SNA (mean  $\pm$  SEM, two-tailed unpaired Student's t-test, n/s = non-significant, n=3 biologically independent animals/group examined over 3 independent experiments).

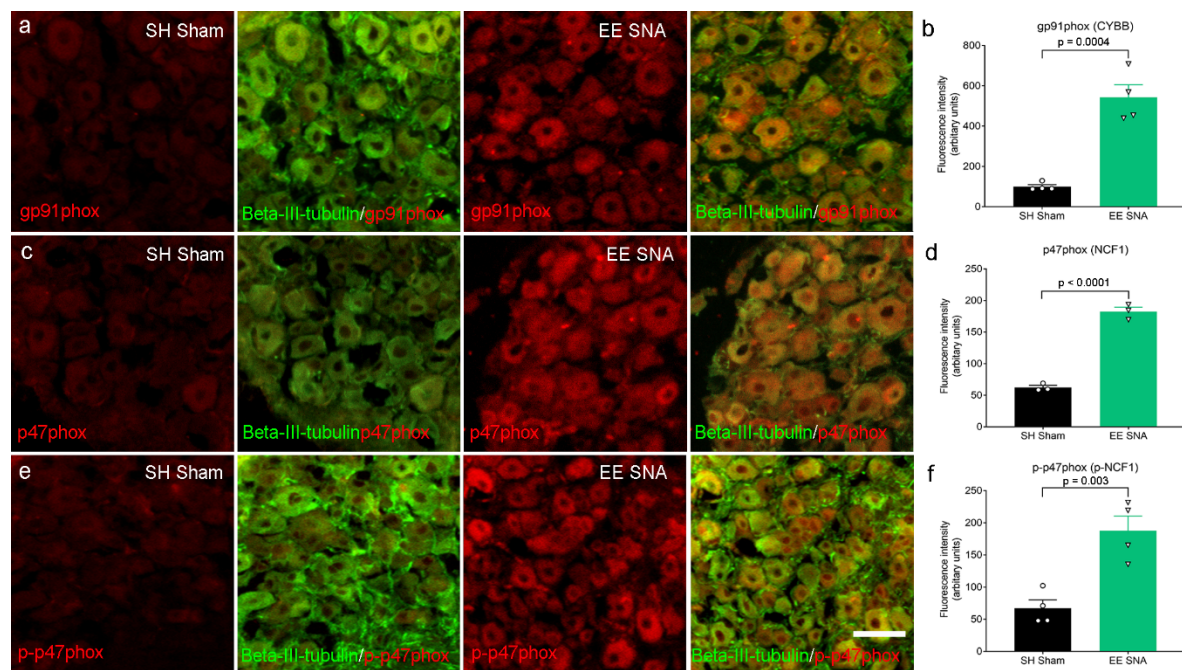

**Supplementary Figure 3.** Representative images of DRG immunostained for gp91phox (a), p47phox (c) or p-p47phox (e) (red) and Beta-III-tubulin (green) after mice were exposed to SH Sham or EE+SNA. Scale bar, 100  $\mu$ m. Quantification of the fluorescence intensity of gp91phox (b), p47phox (d) or p-p47phox (f) in Beta-III-tubulin positive DRG neurons (mean  $\pm$  SEM, two-tailed unpaired Student's t-test, n=3 or 4 biologically independent animals/group. Fluorescence intensity was measured in one series of tissue for each DRG).

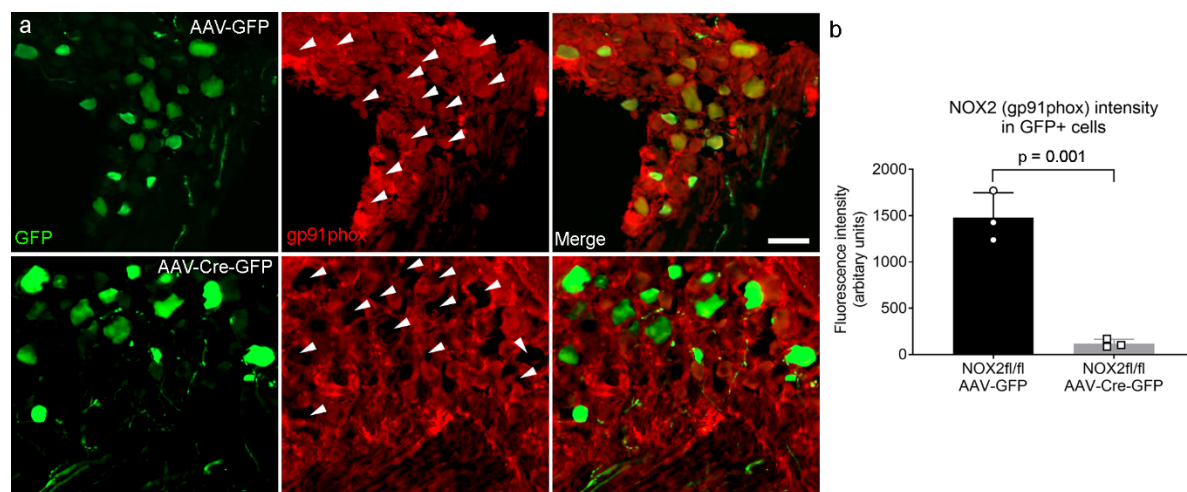

**Supplementary Figure 4.** a Representative images of DRG immunostained for gp91phox (red) and GFP (green) after gp91phox<sup>fl/fl</sup> mice were injected with AAV-GFP or AAV-Cre-GFP. Scale bar, 50  $\mu$ m. b Quantification of the fluorescence intensity of gp91phox in GFP positive cells (mean  $\pm$  SEM, two-tailed unpaired Student's t-test, n=3 biologically independent animals/group. Fluorescence intensity was measured in one series of tissue for each DRG).

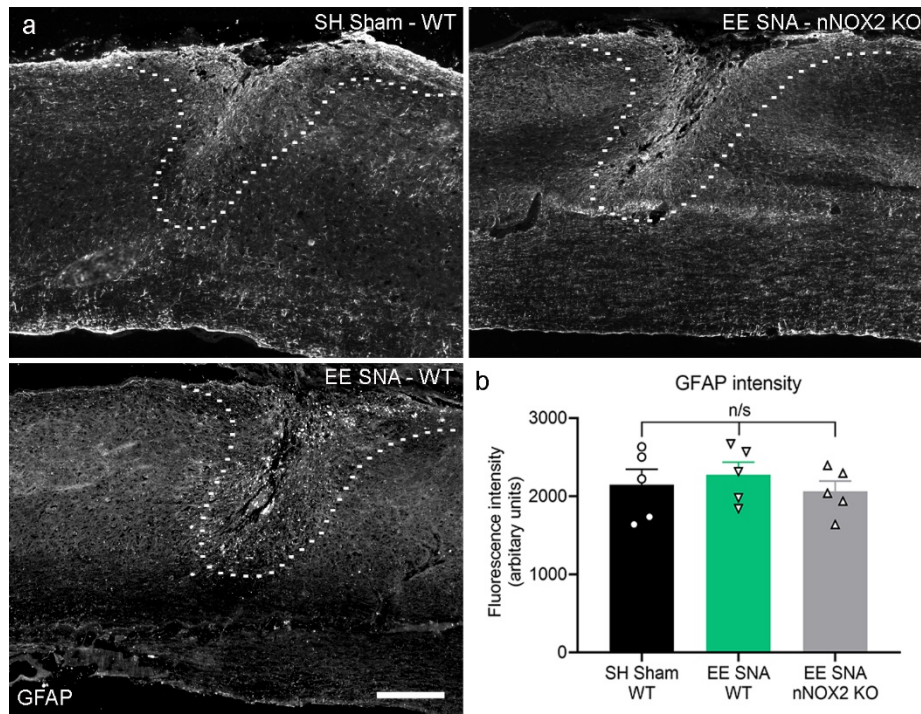

**Supplementary Figure 5.** **a** Example images of the spinal lesion site immunolabelled for GFAP to identify reactive astrocytes and the glial scar. Scale bar, 200  $\mu$ m. **b** Quantification of GFAP pixel intensity around the lesion site (dotted lines) (mean  $\pm$  SEM, One-way ANOVA, Tukey's post-hoc, n/s = non-significant, n = 5 biologically independent animals/group. Fluorescence intensity was measured in one series of tissue for each spinal cord).

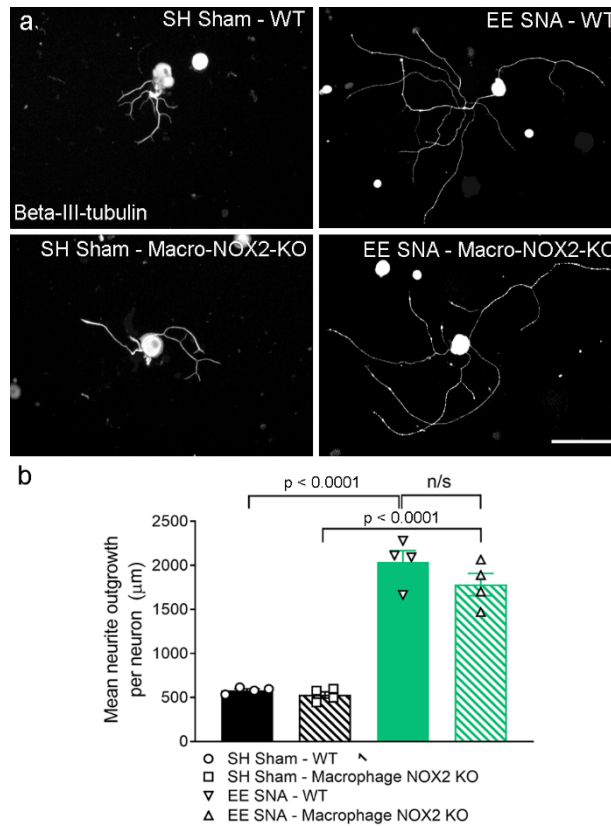

**Supplementary Figure 6.** **a** Representative images of cultured DRG from wild-type or macrophage-NOX2<sup>-/-</sup> mice immunostained with Beta-III-tubulin (white) after SH Sham or EE+SNA. Scale bar, 100  $\mu\text{m}$ . **b** Quantification of average neurite outgrowth per neuron (mean  $\pm$  SEM, One-way ANOVA, Tukey's post-hoc, n/s = non-significant, n=4 biologically independent animals/group, average of 15 cells/replicate).

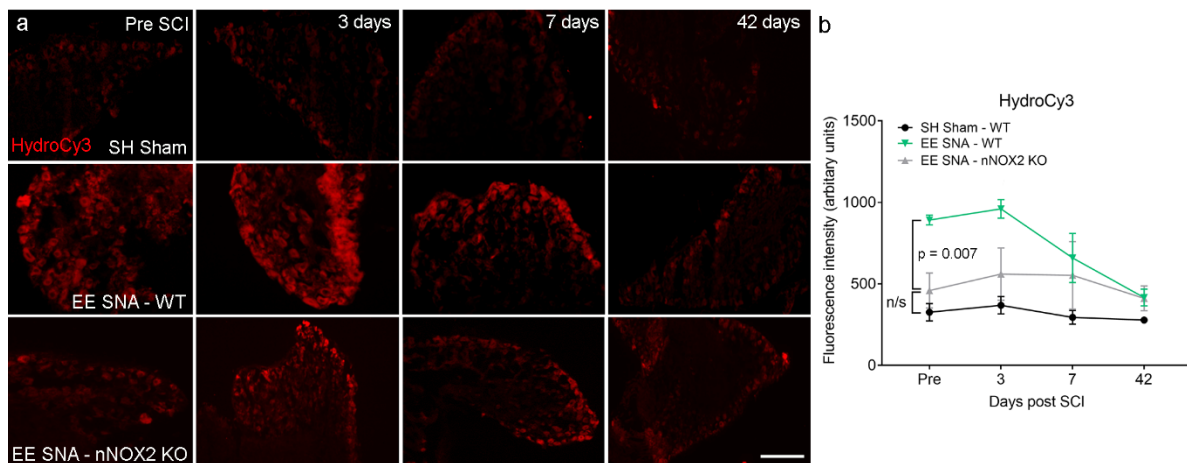

**Supplementary Figure 7.** **a** Example images of DRG from WT or NOX2<sup>fl/fl</sup> mice after SH Sham or EE+SNA, DRG were incubated with HydrocyanineCy3 (red) at different time points before and after a subsequent SCI. **b** Quantification of HydroCy3 levels in DRG neurons (mean  $\pm$  SEM, Two-way repeated measures ANOVA, Tukey's post-hoc, n/s = non-significant, n=3 biologically independent animals/group. Fluorescence intensity was measured in one series of tissue for each DRG).

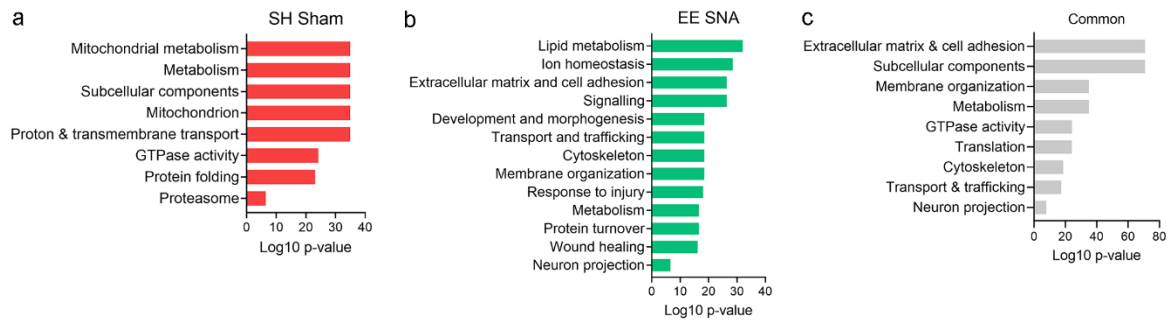

**Supplementary Figure 8. a-c.** Histograms of the functional groups identified in the clustering GO analysis of the differentially oxidized proteins specific for SH Sham (red, **a**) and EE+SNA (green, **b**) or common to both (grey, **c**) run with ClueGO in Cytoscape (Bonferroni P-value <0.05).

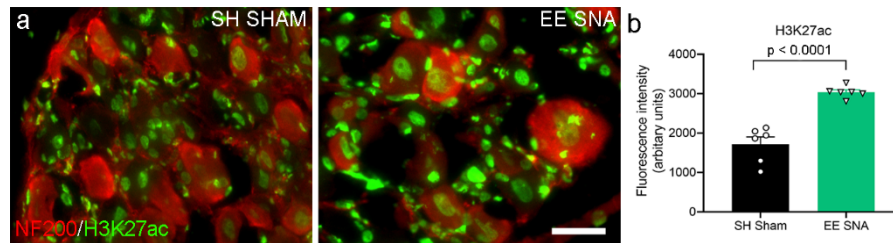

**Supplementary Figure 9. a** Representative images of DRG immunostained for H3K27ac (green) and NF200 (red) after mice were exposed to SH Sham or EE+SNA. Scale bar, 50  $\mu$ m. **b** Quantification of the fluorescence intensity of H3K27ac in the nuclei of NF200 positive DRG neurons (mean  $\pm$  SEM, two-tailed unpaired Student's t-test, n=6 biologically independent animals/group examined over 2 independent experiments. Fluorescence intensity was measured in one series of tissue for each DRG).

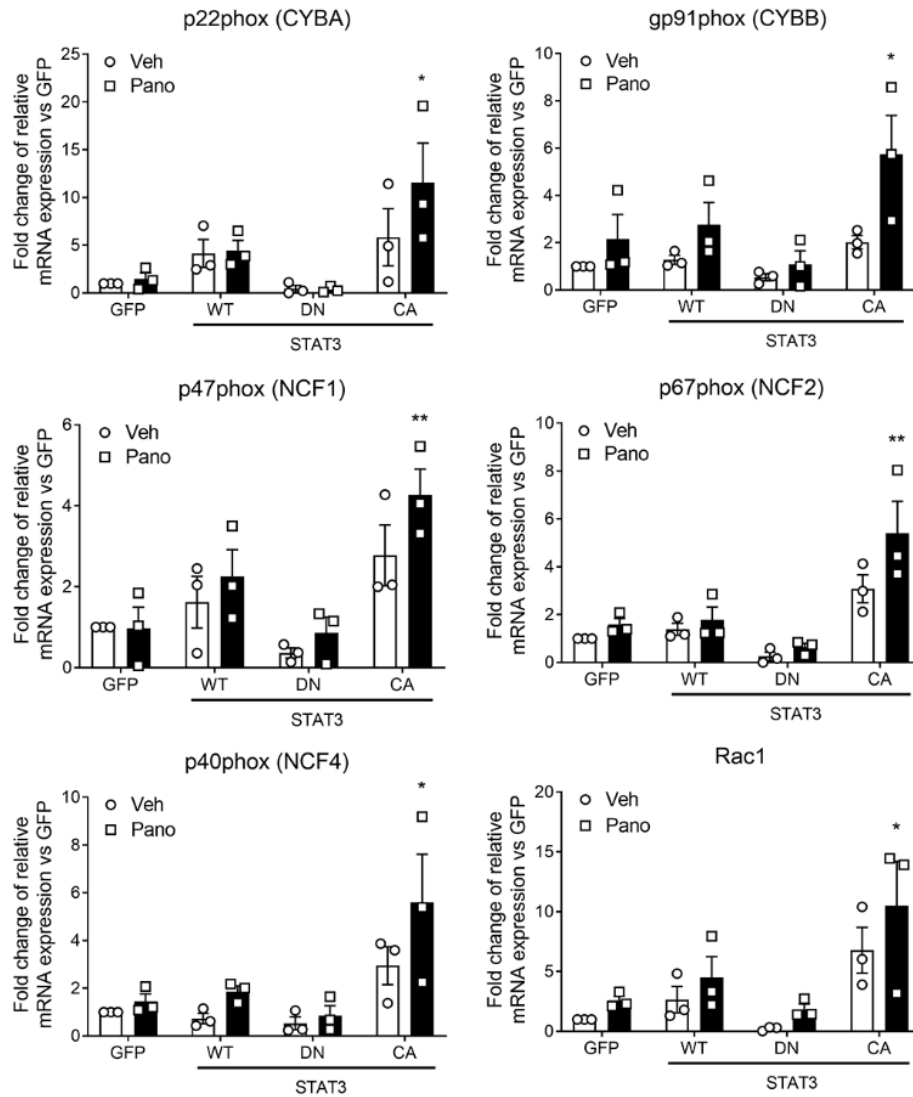

**Supplementary Figure 10.** Quantitative RT-PCR analysis of NOX2 complex subunits mRNA levels in HEK293T cells transfected with wild-type, constitutively active or dominant negative form of STAT3 in the presence or absence of Panobinostat (mean  $\pm$  SEM, One-way ANOVA, Tukey's post-hoc \* P-value <0.05; \*\* P-value <0.01, n=3 independent biological experiments/group).

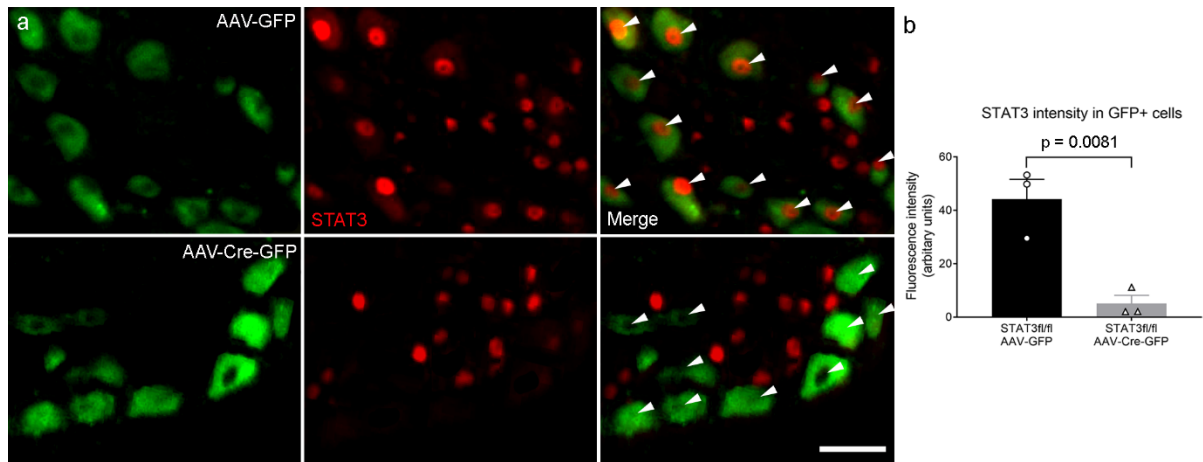

**Supplementary Figure 11.** **a** Representative images of DRG immunostained for STAT3 (red) and GFP (green) after STAT3<sup>fl/fl</sup> mice were injected with AAV-GFP or AAV-Cre-GFP. Arrowheads show STAT3 positive and negative labelled GFP positive cells. Scale bar, 50  $\mu$ m. **b** Quantification of the fluorescence intensity of STAT3 in GFP positive cells (mean  $\pm$  SEM, two-tailed unpaired Student's t-test, n=3 biologically independent animals/group. Fluorescence intensity was measured in one series of tissue for each DRG).

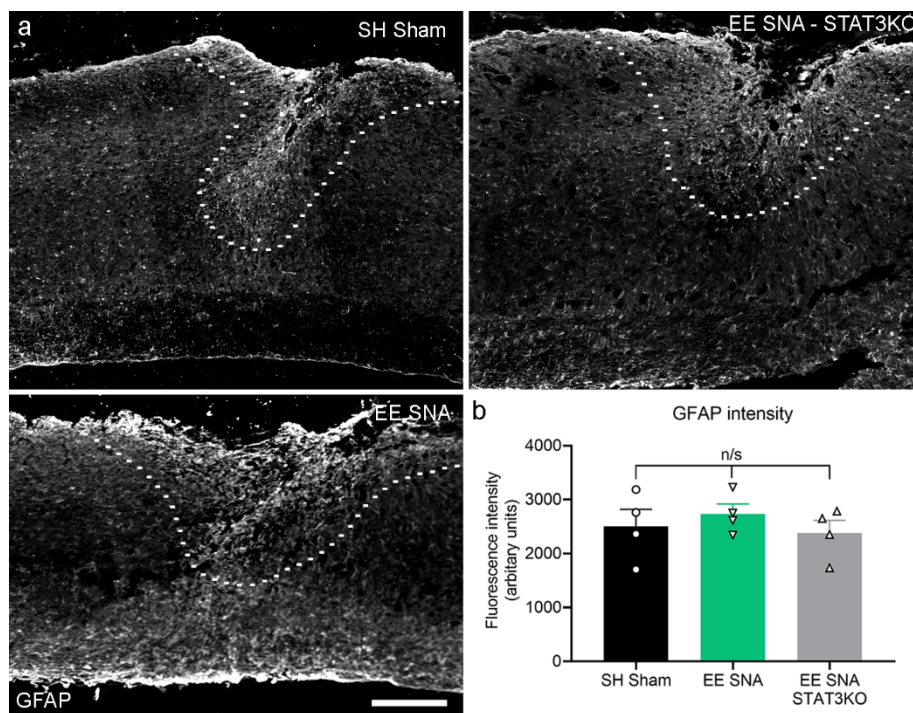

**Supplementary Figure 12.** **a** Example images of the spinal lesion site immunolabelled for GFAP to identify reactive astrocytes and the glial scar. Scale bar, 200  $\mu$ m. **b** Quantification of GFAP pixel intensity around the lesion site (dotted lines) (mean  $\pm$  SEM, One-way ANOVA, Tukey's post-hoc, n/s = non-significant, n = 4 biologically independent animals/group. Fluorescence intensity was measured in one series of tissue for each spinal cord).

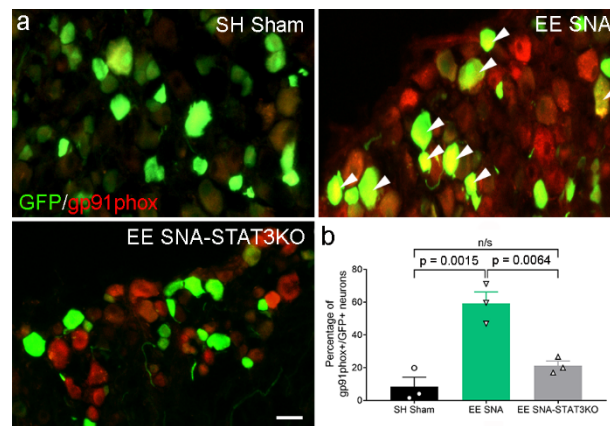

**Supplementary Figure 13.** **a** Representative images of transduced DRG neurons from STAT3<sup>fl/fl</sup> mice injected with AAV-GFP or AAV-Cre-GFP (green) and stained for gp91phox (red). Arrowheads show double labelled cells after EE+SNA. Scale bar, 50  $\mu$ m. **b** Quantification of the percentage of GFP/gp91phox positive DRG neurons (mean  $\pm$  SEM, One-way ANOVA, Tukey's post-hoc, n/s = non-significant, n=3 biologically independent animals/group. Percentage of GFP+ neurons was measured in one series of tissue for each DRG).

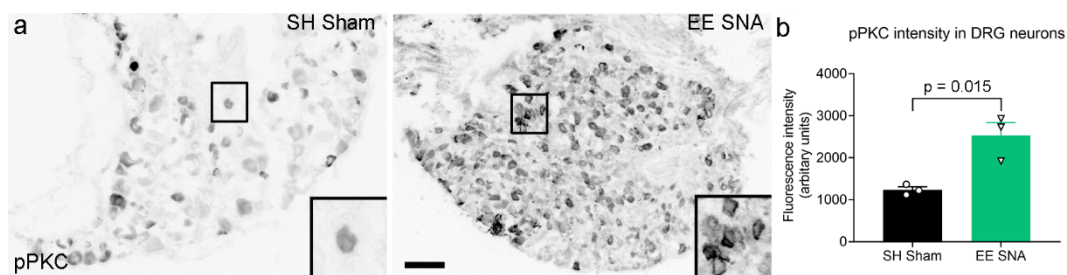

**Supplementary Figure 14.** **a** Representative images of DRG neurons stained for pPKC. Scale bar, 100  $\mu$ m. **b** Quantification of pPKC fluorescence intensity in DRG neurons (mean  $\pm$  SEM, two-tailed unpaired Student's t-test, n=3 biologically independent animals/group. Fluorescence intensity was measured in one series of tissue for each DRG).

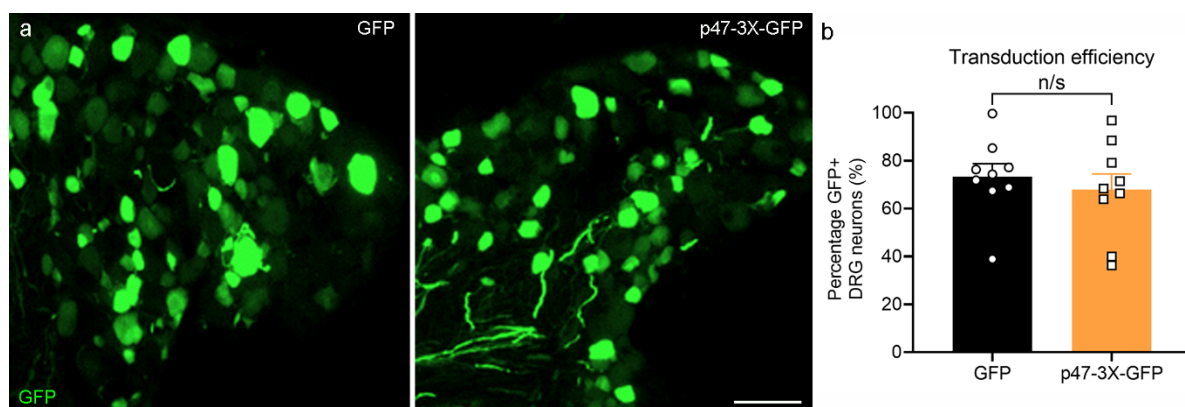

**Supplementary Figure 15.** **a** Representative images of DRG neurons transduced with AAV-GFP or AAV-p47-3X-GFP (green). Scale bar, 100  $\mu$ m. **b** Quantification of the percentage transduction efficiency (mean  $\pm$  SEM, two-tailed unpaired Student's t-test, n/s = non-significant, n=9 biologically independent animals/group examined over 2 independent experiments. Percentage of GFP+ neurons was measured in one series of tissue for each DRG).

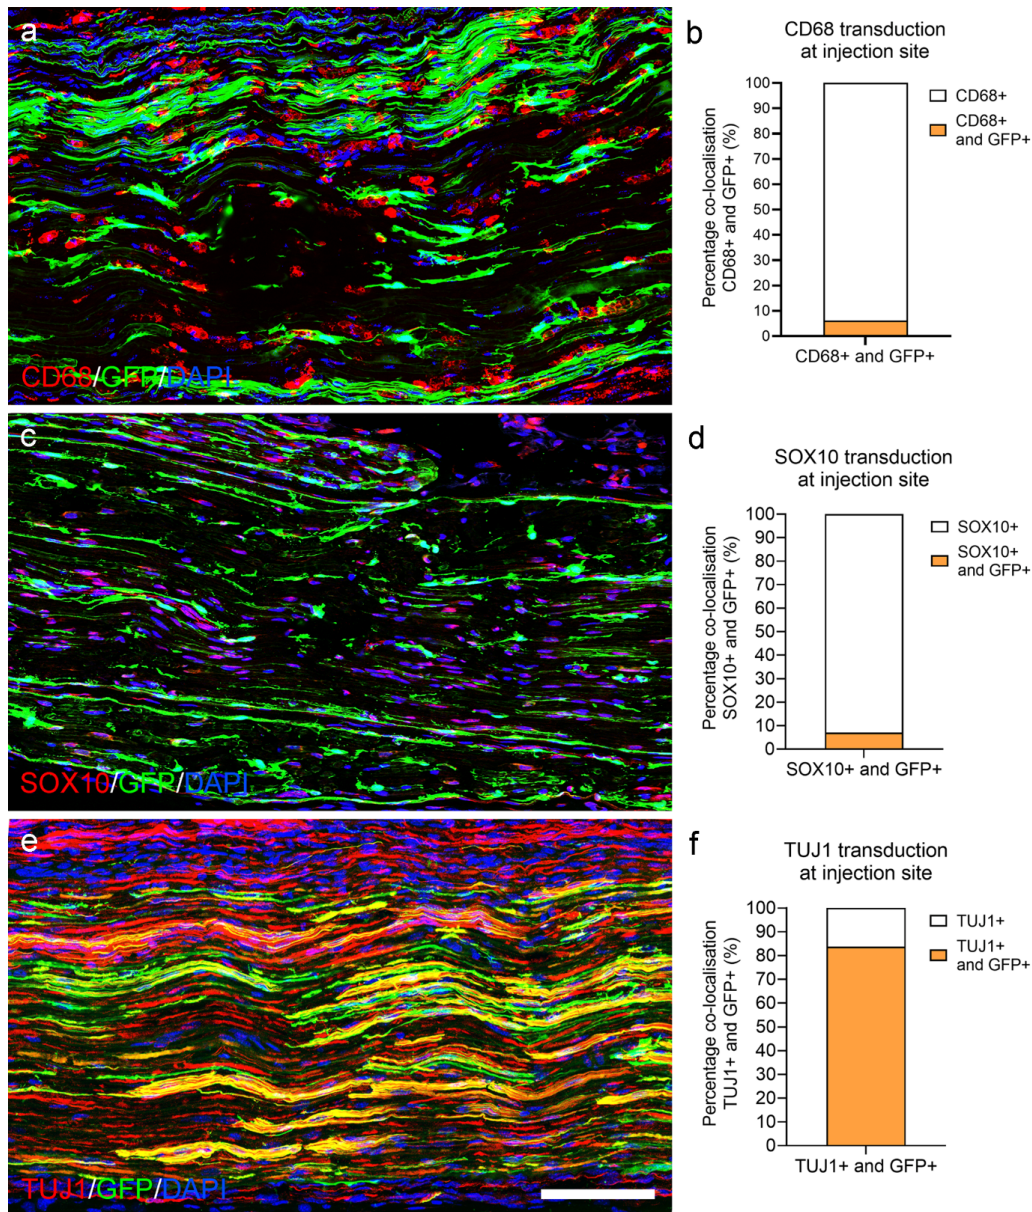

**Supplementary Figure 16.** **a** Representative confocal images of the sciatic nerve injection site four weeks after AAV8-GFP injection immunolabelled for CD68 (red) to identify macrophages, GFP (green) and DAPI (blue). **b** Quantification of the percentage of CD68+ GFP+ double positive macrophages (percentage of transduced macrophages in orange, n=3 biologically independent animals/group. Percentage of co-localisation was measured in one series of tissue for each nerve). **c** Representative confocal images of the sciatic nerve injection site four weeks after AAV8-GFP injection immunolabelled for SOX10 (red) to identify proliferating Schwann cells, GFP (green) and DAPI (blue). **d** Quantification of the percentage of SOX10+ GFP+ double positive Schwann cells (percentage of transduced Schwann cells in orange, n=3 biologically independent animals/group. Percentage of co-localisation was measured in one series of tissue for each nerve). **e** Representative confocal images of the sciatic nerve injection site four weeks after AAV8-GFP injection immunolabelled for Tuj1 (red) to identify axons, GFP (green) and DAPI (blue). Scale bar, 50  $\mu$ m. **f** Quantification of the percentage of Tuj1+ GFP+ double positive axons. (percentage of transduced axons in orange, n=3 biologically independent animals/group. Percentage of co-localisation was measured in one series of tissue for each nerve).

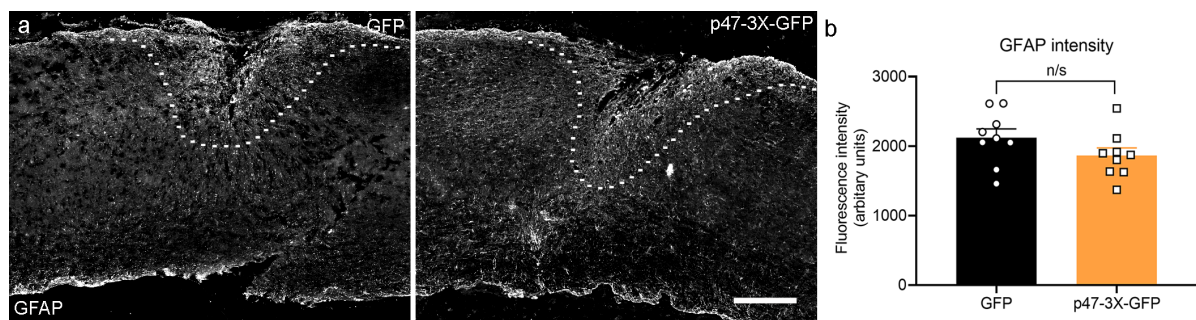

**Supplementary Figure 17.** **a** Example images of the spinal lesion site immunolabelled for GFAP to identify reactive astrocytes and the glial scar after GFP or p47-3X-GFP treatment. Scale bar, 200  $\mu$ m. **b** Quantification of GFAP pixel intensity around the lesion site (mean  $\pm$  SEM, two-tailed unpaired Student's t test, n/s = non-significant, n=9 biologically independent animals/group examined over 2 independent experiments. Fluorescence intensity was measured in one series of tissue for each spinal cord).

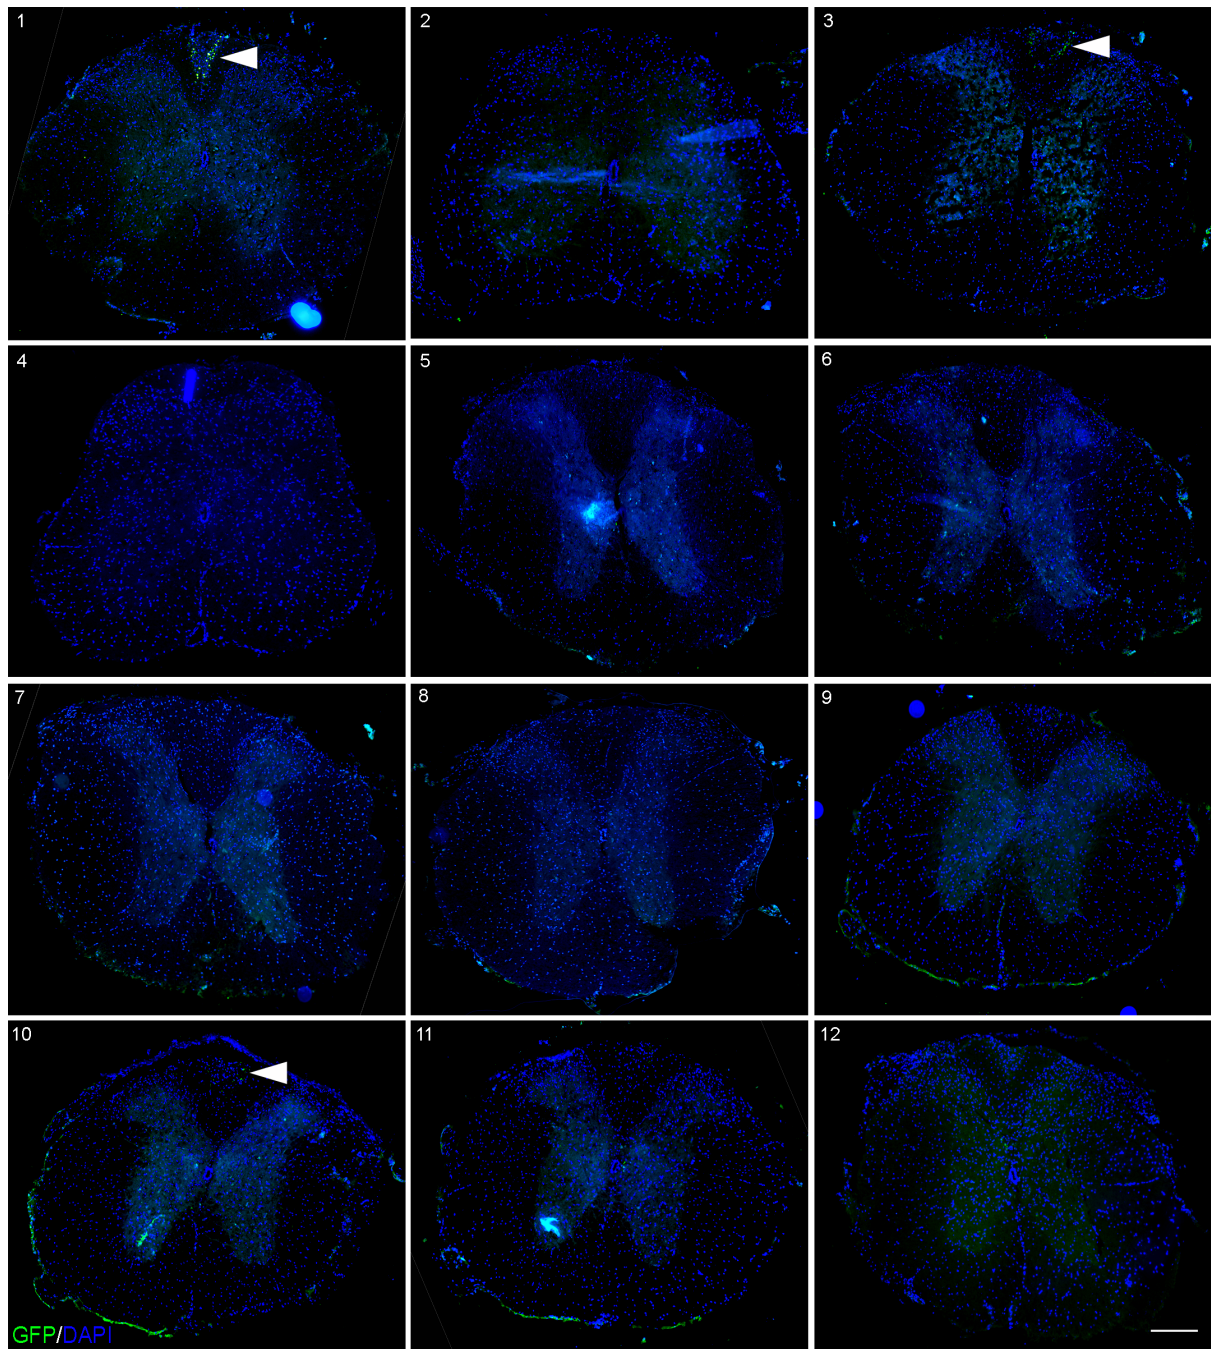

**Supplementary Figure 18.** Example coronal sections of T3 spinal cords (rostral to the lesion site) from AAV-p47-3X-GFP injected mice, GFP (green) and DAPI (blue). Arrowheads indicate spared axons. Scale bar, 200  $\mu$ m.

# Supplementary material for: Enriched conditioning expands the regenerative ability of sensory neurons after spinal cord injury via neuronal intrinsic redox signaling
**Source:** Nat Commun. 2020 Dec 21;11:6425. doi: 10.1038/s41467-020-20179-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**Supplementary Data 1:** Complete RNAseq dataset of differentially regulated genes (generalized linear model (GLM) likelihood ratio test, P-value <0.05) in each indicated condition (n= 3 independent samples). For each gene, the gene Ensembl ID, the gene name, the Log2 fold change (FC), the log2 count-per-million, likelihood ratio statistics (LR), P-value is reported. No multiple comparison adjustments were made

**Supplementary Data 2:** GO analysis using DAVID of differentially regulated genes upon SH SNA (P-value <0.05). For each GO term, the number of enriched genes (count), the percentage in the population, the P-value (one-sided Modified Fisher Exact), the gene Ensembl ID, the number of genes in the input list (List Total), the hits in the population (Pop Hits), the total number in the population (Pop total), the Fold Enrichment, the Bonferroni, Benjamini, and FDR modified P-values for multiple comparison adjustments are shown. The Molecular Function (MF) GO categories are highlighted in yellow.

**Supplementary Data 3:** GO analysis using DAVID of differentially regulated genes upon EE Sham (P-value <0.05). For each GO term, the number of enriched genes (count), the percentage in the population, the P-value (one-sided Modified Fisher Exact), the gene Ensembl ID, the number of genes in the input list (List Total), the hits in the population (Pop Hits), the total number in the population (Pop total), the Fold Enrichment, the Bonferroni, Benjamini, and FDR modified P-values for multiple comparison adjustments are shown. The MF - GO categories are highlighted in yellow.

**Supplementary Data 4:** GO analysis using DAVID of differentially regulated genes upon EE SNA (P-value <0.05). For each GO term, the number of enriched genes (count), the percentage in the population, the P-value (one-sided Modified Fisher Exact), the gene Ensembl ID, the number of genes in the input list (List Total), the hits in the population (Pop Hits), the total number in the population (Pop total), the Fold Enrichment, the Bonferroni, Benjamini, and FDR modified P-values for multiple comparison adjustments are shown. The MF - GO categories are highlighted in yellow.

**Supplementary Data 5:** Statistical analysis of the network generated with the differentially regulated genes upon EE SNA (P-value <0.05) that were enriched in the GO functional clustering. Additional 4 random networks were generated as control. Shown are quantitative parameters of each network and their statistical analysis (one-sample Student t-test).

**Supplementary Data 6:** Statistical analysis of differentially oxidized proteins (two-sided Student t-test followed by FDR multiple comparison adjustments, FDR <0.05) in each indicated condition (N=6, independent samples). Sample correlation, principal component analysis and protein groups are also reported.

**Supplementary Data 7:** GO analysis using ClueGO in Cytoscape. For each GO term, GO ID, GO term, ontology source, term Pvalue, term Pvalue corrected with Bonferroni, group P-value (one-sided Fisher Exact), group P-value corrected with Bonferroni for multiple comparisons, GO levels. GO groups, % of associated genes, number of genes, cluster, genes cluster #1, genes cluster #2, % genes cluster #1, % genes cluster #2, associated genes found are reported (Bonferroni P-value <0.05). GO terms preferentially modulated by Sham, EE+SNA or common between the two are highlighted in light red, light green and light grey, respectively.

# Supplementary material for: Enriched conditioning expands the regenerative ability of sensory neurons after spinal cord injury via neuronal intrinsic redox signaling
**Source:** Nat Commun. 2020 Dec 21;11:6425. doi: 10.1038/s41467-020-20179-z
**Supplement:** Supplementary file 11 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Nikon Eclipse TE2000 microscope and Leica SP8 confocal microscope (for image acquisition), SDS 2.4 Software v2.0 (for RT-PCR), MaxQuant Version 1.6.1.0 (for Mass Spectrometry)

Data analysis

RNAseq data was aligned using TopHat version 2.0.12 running Bowtie2 version 2.2.3. All datasets were aligned to the mm10 mouse reference genome. Read counts per genomic interval were calculated using HTSeq version 0.6.1. Differential analysis of signal in genomic regions was performed using EdgeR version 3.8.6. Gene Ontology and KEGG Pathway were generated using DAVID 6.7 (<https://david-d.ncifcrf.gov/>). Protein-protein networks were generated with String 10.5 (<https://string-db.org/>) and visualized with Cytoscape 3.7.1 (<http://www.cytoscape.org/>). Heatmap was created using GraphPad Prism 8.0. Venny diagrams were generated using BioVenn (C) 2007 - 2020 Tim Hulsen (<http://www.biovenn.nl/>). ImageJ (Fiji 64bits 1.52p) Macromanager 1.4 software was used for image acquisition. ImageJ (Fiji 64bits 1.52p) NeuronJ plug-in software was used to calculate average neurite outgrowth. ImageJ (Fiji 64bits 1.52p) was used to quantify the sprouting and regrowing axon fibers. ImageJ (Fiji 64bits 1.52p) was used for the fluorescence intensity and Western Blot band intensity measurement. All charts were generated using GraphPad Prism 8.0.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNA sequencing data have been deposited to GEO (number :GSE138769, token: udaxemosxbejluj)

Oxiproteomics followed by Mass spectrometry data have been deposited to the ProteomeXchange Consortium via the PRIDE83 partner repository with the datasets identifiers as follows:

PROJECT NAME: Quantification of oxidized proteins in wild type and Nox2 deficient mouse dorsal root ganglia

PROJECT ACCESSION: PXD018085

Reviewer account details:

Password: ToUnC7um

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was either calculated using AEEC power calculator ( <a href="http://www.lasec.cuhk.edu.hk/sample-size-calculation.html">http://www.lasec.cuhk.edu.hk/sample-size-calculation.html</a> ) to estimate the number of replicates required, for a difference of 1.5 and 80% to 90% power assuming a 5% significance level, or based upon similar previously established experimental designs. |
| Data exclusions | no data was excluded                                                                                                                                                                                                                                                                                                                                                                                 |
| Replication     | To verify reproducibility, 3-9 biological replicates were used for each experiment. The exact N is explicitly given in the legend of each experiment. All attempts of replication were successful.                                                                                                                                                                                                   |
| Randomization   | The biological groups were homogeneous in terms of age (6-10 weeks) and mice. Male and female animals were allocated equally for all the experiments, unless otherwise stated.                                                                                                                                                                                                                       |
| Blinding        | Dorsal column regeneration, behavioural test, DRG neurite outgrowth, western immunoblotting, qPCR analysis and fluorescence intensity measurements were performed in blind to group allocation and analysis                                                                                                                                                                                          |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).                                                                                                                                                                                                                                                                                 |
| Research sample   | State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.                                                                                                                                  |
| Sampling strategy | Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed. |
| Data collection   | Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.                                                                                            |
| Timing            | Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.                                                                                                                                                                                                                                                                                                                                     |

|                   |                                                                                                                                                                                                                         |
|-------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data exclusions   | <i>If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i> |
| Non-participation | <i>State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.</i>                                |
| Randomization     | <i>If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.</i>          |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description                 | <i>Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.</i>                                                                                                                                                                                                                                         |
| Research sample                   | <i>Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i>, all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source.</i> |
| Sampling strategy                 | <i>Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.</i>                                                                                                                                                                                      |
| Data collection                   | <i>Describe the data collection procedure, including who recorded the data and how.</i>                                                                                                                                                                                                                                                                                                                                                                       |
| Timing and spatial scale          | <i>Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken</i>                                                                                                                                                      |
| Data exclusions                   | <i>If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                                                                                                                                                                                                                                                      |
| Reproducibility                   | <i>Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.</i>                                                                                                                                                                                                                |
| Randomization                     | <i>Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.</i>                                                                                                                                                                                                                                                     |
| Blinding                          | <i>Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.</i>                                                                                                                                                                                                                                                                          |
| Did the study involve field work? | <input type="checkbox"/> Yes <input type="checkbox"/> No                                                                                                                                                                                                                                                                                                                                                                                                      |

## Field work, collection and transport

|                          |                                                                                                                                                                                                                                                                                                                                       |
|--------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions         | <i>Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).</i>                                                                                                                                                                                                                      |
| Location                 | <i>State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).</i>                                                                                                                                                                                         |
| Access and import/export | <i>Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).</i> |
| Disturbance              | <i>Describe any disturbance caused by the study and how it was minimized.</i>                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

Anti-gp91phox (Santa Cruz Biotech, Sc-74514)  
 Anti-gp91phox (BD Bioscience, 611415, lot 5009657)  
 Anti-p47phox (Santa Cruz Biotech, Sc-14015)  
 Anti-p-p47phox (S345) (Sigma, sab4504721)  
 Anti-p67phox (Abcam, ab175293)  
 Anti-p22phox (Abcam, ab191512)  
 Anti-STAT3 (Cell Signalling Tech, 9139S lot 10)  
 Anti-p-STAT3 (Cell Signalling Tech, 9145)  
 Anti-p-PKC (Cell Signalling Tech, 9371)  
 Anti-CTB (List Biological, 703)  
 Anti-vGlut1 (Synaptic System, 135302)  
 Anti-vGAT1 (Synaptic System, 131011)  
 Anti-ChAT (Millipore, AB144P)  
 Anti-H3K27ac (Abcam, ab4729)  
 Anti-GAPDH (Cell Signaling Technology, #2118S, lot 10)  
 Anti-βIII Tubulin or TUJ1 (Promega, G712A, lot 0000317682)  
 Anti-Neurofilament 200 (Sigma, N5389, lot 118M4796V)  
 Anti-GFAP (Millipore, AB5804)  
 Anti-SOX10 (Abcam, ab264405)  
 Alexa Fluor 488 Goat anti Rabbit (ThermoFisher A32731)  
 Alexa Fluor 488 Goat anti Mouse (ThermoFisher A32723)  
 Alexa Fluor 488 Donkey anti Rabbit (ThermoFisher A32754)  
 Alexa Fluor 488 Donkey anti Mouse (ThermoFisher A32744)  
 HRP-conjugated anti Rabbit (GE Healthcare NA934V)  
 HRP-conjugated anti Mouse (GE Healthcare NA931V)

## Validation

Anti-gp91phox (Santa Cruz Biotech, Sc-74514) was validated for western blot in mouse tissue (PMID: # 28532855) and (PMID: 29520084), we further validated this antibody in Figure 2.  
 Anti-gp91phox (BD Bioscience, 611415, lot 5009657) was validated for immunostaining in mouse tissue (PMID: 29520084), we further validated this antibody in Supplementary Figure 3.  
 Anti-p47phox (Santa Cruz Biotech, Sc-14015) was validated for western blot and immunostaining in mouse tissue (PMID: 31391506) and (PMID: 29520084), we further validated this antibody in Figure 2 and Supplementary Figure 3.  
 Anti-p-p47phox (S345) (Sigma, sab4504721) was validated for western blot and immunostaining in mouse tissue (PMID 28183701) and (PMID: 29520084), we further validated this antibody in Figure 2 and Supplementary Figure 3.  
 Anti-p67phox (Abcam, ab175293) was validated for western blot in mouse tissue (PMID: 29520084), we further validated this antibody in Figure 2.  
 Anti-p22phox (Abcam, ab191512) was validated for western blot in mouse tissue (PMID: 30151070), we further validated this antibody in Figure 2.  
 Anti-STAT3 (Cell Signalling Tech, 9139S lot 10) was validated for immunostaining in mouse tissue (PMID: 9108058), we further validated this antibody in Figure 5 and Supplementary Figure 11.  
 Anti-p-STAT3 (Cell Signalling Tech, 9145) was validated for immunostaining in mouse tissue (PMID: 9108058), we further validated this antibody in Figure 5 and 6.  
 Anti-p-PKC (Cell Signalling Tech, 9371) was validated for western blot in human tissue (PMID: 31308409) and in mouse tissue (PMID: 31346193), we further validated this antibody in Supplementary Figure 14.  
 Anti-CTB (List Biological, 703) was validated for immunostaining in mouse tissue (PMID: 30971452), we further validated this antibody in Figure 1, 3 and 6.  
 Anti-vGlut1 (Synaptic System, 135302) was validated for western blot and immunostaining in mouse tissue (PMID: 3027945) and (PMID: 28864826), we further validated this antibody in Figure 7.  
 Anti-vGAT1 (Synaptic System, 131011) was validated for western blot and immunostaining in mouse tissue (PMID: 32051550) and (PMID: 31782729), we further validated this antibody in Figure 7.  
 Anti-ChAT (Millipore, AB144P) was validated for immunostaining in mouse tissue (PMID: 30971452), we further validated this antibody in Figure 7.  
 Anti-GAPDH (Cell Signaling Technology, #2118S) was validated for western blot in mouse tissue (<http://europepmc.org/backend/>

ptpmcrender.fcgi?accid=PMC6534559&blobtype=pdf and <http://europepmc.org/backend/ptpmcrender.fcgi?accid=PMC6525201&blobtype=pdf> and we further validated this antibody in Figure 2.

Anti- $\beta$ III Tubulin or TUJ1 (Promega, G712A) was validated for western blot in rat DRG neurons (<https://www.sciencedirect.com/science/article/pii/S2452073X18300163>) and we further validated this antibody in Figure 1,3 and 6.

Anti-Neurofilament 200 (Sigma, N5389) was validated for IF in mouse ventral diaphragm (<https://elifesciences.org/articles/14371>) and we further validated this antibody in Supplementary Figure 9.

Anti-GFAP (Millipore, AB5804) was validated for IF in mouse spinal cord (<https://stm.sciencemag.org/content/11/487/eaaw2064/tab-pdf>) and we further validated this antibody in Figure 1 and Supplementary Figure 5, 12 and 17.

Anti-SOX10 (Abcam, ab264405) was validated for IF in the sciatic nerve in Supplementary Figure 16.

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                          |
|----------------------------------------------------------------------|--------------------------------------------------------------------------|
| Cell line source(s)                                                  | HEK293 cell lines was purchased for Sigma-Aldrich.                       |
| Authentication                                                       | Morphological evaluation of the cells was used as authentication method. |
| Mycoplasma contamination                                             | No mycoplasma contamination                                              |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines was used                            |

## Palaeontology

|                     |                                                                                                                                                                                                                                                                                      |
|---------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance | <i>Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information).</i>                                                                          |
| Specimen deposition | <i>Indicate where the specimens have been deposited to permit free access by other researchers.</i>                                                                                                                                                                                  |
| Dating methods      | <i>If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.</i> |

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All animal procedures were performed in accordance to Home Office under the Animals (Scientific Procedures) Act 1986, with Local Ethical Review by the Imperial College London Animal Welfare and Ethical Review Body Standing Committee (AWERB). Three mouse germ-lines were used for this study: C57BL6/J (Charles River Laboratories), Stat3flox (Stock No: 000664) and Nox2flox (Stock No: 031777) mice (purchased from The Jackson Laboratory). Mice ranging from 6-10 weeks age were used for all the experiments. Males and females were allocated equally for all the experiments, unless otherwise stated. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Ethics oversight        | Animal work was carried out in accordance to Home Office under the Animals (Scientific Procedures) Act 1986, with Local Ethical Review by the Imperial College London Animal Welfare and Ethical Review Body Standing Committee (AWERB).                                                                                                                                                                                                                                                                                                                                                                            |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                                                                                      |
|----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | <i>Describe the covariate-relevant population characteristics of the human research participants (e.g. age, gender, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural &amp; social sciences study design questions and have nothing to add here, write "See above."</i> |
| Recruitment                | <i>Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.</i>                                                                                                                                                           |
| Ethics oversight           | <i>Identify the organization(s) that approved the study protocol.</i>                                                                                                                                                                                                                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts must comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                          |
|-----------------------------|--------------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | <i>Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.</i>                            |
| Study protocol              | <i>Note where the full trial protocol can be accessed OR if not available, explain why.</i>                              |
| Data collection             | <i>Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.</i> |
| Outcomes                    | <i>Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.</i>          |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                    |
|--------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <i>For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.</i>                                         |
| Files in database submission                                       | <i>Provide a list of all files available in the database submission.</i>                                                                                                                                           |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | <i>Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.</i> |

### Methodology

|                         |                                                                                                                                                                                    |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | <i>Describe the experimental replicates, specifying number, type and replicate agreement.</i>                                                                                      |
| Sequencing depth        | <i>Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.</i> |
| Antibodies              | <i>Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.</i>                                |
| Peak calling parameters | <i>Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.</i>                                   |
| Data quality            | <i>Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.</i>                                        |
| Software                | <i>Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.</i>        |

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                                                   |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | <i>Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.</i>                                                        |
| Instrument         | <i>Identify the instrument used for data collection, specifying make and model number.</i>                                                                                        |
| Software           | <i>Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.</i> |

Cell population abundance *Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.*

Gating strategy *Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.*

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type *Indicate task or resting state; event-related or block design.*

Design specifications *Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.*

Behavioral performance measures *State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).*

### Acquisition

Imaging type(s) *Specify: functional, structural, diffusion, perfusion.*

Field strength *Specify in Tesla*

Sequence & imaging parameters *Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.*

Area of acquisition *State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.*

Diffusion MRI ☐ Used ☐ Not used

### Preprocessing

Preprocessing software *Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).*

Normalization *If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.*

Normalization template *Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.*

Noise and artifact removal *Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).*

Volume censoring *Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.*

### Statistical modeling & inference

Model type and settings *Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).*

Effect(s) tested *Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.*

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference (See [Eklund et al. 2016](#)) *Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.*

Correction *Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).*

Models & analysis

|                          |                                                                       |
|--------------------------|-----------------------------------------------------------------------|
| n/a                      | Involvement in the study                                              |
| <input type="checkbox"/> | <input type="checkbox"/> Functional and/or effective connectivity     |
| <input type="checkbox"/> | <input type="checkbox"/> Graph analysis                               |
| <input type="checkbox"/> | <input type="checkbox"/> Multivariate modeling or predictive analysis |

Functional and/or effective connectivity

Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).

Graph analysis

Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).

Multivariate modeling and predictive analysis

Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.

How the deposited data were processed for this re-analysis (not part of the article)

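RNA of sciatic DRG was sequenced in 12 samples of 4 groups (SH Sham, SH SNA, EE Sham and EE + SNA), each sample being a pool of 2 mice, so that a group stands for 6 mice. Mice spent 10 days in SH or EE before sham surgery or SNA, and the ganglia were taken 24 h later. The authors aligned the reads to mm10 and counted them per gene name with HTSeq, and the deposited count table holds whole numbers of reads, not normalized, for 44345 gene names beside 5 lines of reads that HTSeq left out. The deposited FPKM table holds FPKM, which are divided by gene length and library total and which the authors computed from the same reads. It has 45904 lines, 1559 more than there are gene names. For 13577 genes the FPKM were checked against the counts, and the ratio of the 2, scaled by the library total, varied between samples of one gene by at most 0.0636%.

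In R 4.3.3, counts were scaled by TMM in edgeR 4.0.16 and filtered with filterByExpr at its default of 10 counts and a total of 15 counts, given the 4 groups. Each of the 5 comparisons of 2 groups was fitted on its 6 samples with glmQLFit and tested with the quasi-likelihood F test, two-sided, and called at an unadjusted P-value of 0.05, as in the paper, and at a Benjamini-Hochberg adjusted value of 0.05 over the 16238 genes tested. The interaction of housing and surgery was tested on all 12 samples. Lists were tested with fry, and camera beside it, in limma 3.58.1. The percentages of DE genes shared between comparisons were taken of all genes called in any of the comparisons named, as the paper does not give their denominator, and were set beside 50 simulated sets in which no group differs and the controls are shared. In each set, the genes with the smallest P-values were taken in the numbers called in the real comparisons. This matching was added after the result was seen. The planned percentages, from simulated genes called at an unadjusted P-value of 0.05, are given beside it.

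Whether the replicate numbers pair the samples was checked by the correlation, between samples, of expression relative to the group mean. Between SH Sham and EE Sham, samples of the same number had r of 0.331, 0.137 and 0.111, and samples of different numbers had r from −0.332 to 0.194. The numbers were therefore taken to pair the samples in this comparison. The pairing rests on these correlations alone, because neither the paper nor the labels describe it, and with 6 ways to match 3 numbers it is weak. In the other comparisons at least 1 pair of the same number had r below 0.1, with a lowest r of −0.235 for SH SNA and −0.173 for EE + SNA against SH Sham, 0.0573 for EE + SNA against SH SNA and −0.142 for EE + SNA against EE Sham. For EE + SNA against SH SNA, samples of different numbers had r of at most 0.0403, so that pairing is not excluded there.

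The tested genes hold 99.89% to 99.90% of the reads counted in each sample. Of HTSeq's totals, 0.314% to 0.370% of the reads were left out as ambiguous and 8.49% to 9.28% as not uniquely aligned. The most abundant gene, mt-Co1, takes 1.57% to 2.14% of the reads. On simulated data, of 132 changed genes with an absolute log2 fold change of at least 1, the comparison of 3 with 3 samples called 121 after adjustment and the interaction 112. These numbers do not hold for smaller changes.

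The genes named are the NOX2 genes of Fig. 2d, the other members of the NOX group in the network, Stat3, the PKC genes, 6 injury response genes, the marker genes, and, for each comparison, the 5 genes with the largest absolute log2 fold change among those past the adjusted threshold with a mean of at least 1 CPM and groups that do not overlap. Some genes that this rule names are not reported here. The lists of marker genes are of macrophages, neutrophils, lymphocytes, red blood cells, sympathetic neurons, skeletal muscle, epidermis, sensory neurons, satellite and Schwann cells, endothelium, fibroblasts, immediate early genes and sex-linked genes. The sympathetic, muscle and epidermis lists were written after genes of these tissues had been seen in Supplementary Data 1. Genes were placed on GRCm38 with the GENCODE annotation, in which 36639 of the 38392 Ensembl gene identifiers of the FPKM table were found (95.4%).

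The alternatives were the likelihood ratio test that the paper used, DESeq2 1.42.0 with its own scaling and Wald test, scaling by library size only, no filter, a filter of at least 10 counts in every sample (14736 genes), all 12 samples in one fit, the replicate number as a block, limma on log2 of the FPKM plus 1 or plus 0.1, and each sample left out in turn. A covariate for the macrophage or the neutrophil genes was added later. P-values of GO terms were computed again from the numbers in Supplementary Data 2 and 4, whose sheets show the first 20 genes of a term here, so that directions within larger terms rest on these. The sheets of Supplementary Data 1 for SH SNA and EE + SNA were read in part. The interactions of the network, the proteomics and all measurements other than RNAseq were not analysed here. Figures were drawn with Python 3.11.15, NumPy 2.4.6 and Matplotlib 3.10.9.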

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

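The tests of library size and of blood for the neutrophil genes were chosen after the result was seen, and the lists of sympathetic and muscle genes were written after such genes had been seen in Supplementary Data 1. The 3 patterns here are of single samples, in genes that the paper does not discuss, whose counts exceed those of every SH Sham sample.

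Dbh had 62 counts in EE Sham replicate 3, against 6 in the next of the 12 samples and at most 2 in SH Sham, and Slc6a2 had 66 against 9. Both are genes of noradrenergic neurons. With sympathetic ganglion tissue in some pools, its other genes would be highest there too. Of the 7 other sympathetic genes with counts, 4 were highest in EE Sham replicate 3 (exact binomial P = 0.00137, with a chance of 8.33% per gene), among them Hand2 with 11 counts. Sympathetic tissue in 1 pool is therefore a candidate source, as a hypothesis from counts that are low. The other 2 EE Sham samples do not share the pattern, and no biological explanation was tested.

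Acta1 had 3110 counts in SH SNA replicate 2, against 488 in the next sample and at most 461 in SH Sham. Of Acta1, Myh4 and Ckm, the abundant genes of skeletal muscle, 3 of 3 were highest in this sample, with 1279 counts for Myh4 and 1827 for Ckm, as were 13 of the 13 muscle genes, where chance gives 1.08. Muscle tissue in this pool is a candidate source. The other SH SNA samples do not share the level, and a biological cause was not tested.

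S100a8 had 2687 counts in EE + SNA replicate 3, against 1202 in the next sample, SH SNA replicate 3, and at most 713 in SH Sham, and S100a9 had 4013. All 12 neutrophil genes were highest in this sample, where chance gives 1, and so were 11 of 16 macrophage genes, where chance gives 1.33. The FPKM argue against library size as the cause. In them, scaled to the library total, the mean log2 level of the neutrophil genes there was 1.20 above the highest of the other 11 samples. The red blood cell genes were also highest in this sample, by 0.188 on the log2 scale above the next, SH SNA replicate 3, so that blood left in the tissue may have brought part of the neutrophil genes, which were 1.23 above the next on the same scale. Another open explanation is more neutrophils within the ganglia after EE + SNA, which the other 2 EE + SNA samples do not share at this level. Tissue other than blood in this pool was not tested as a source. The same sample has the highest level of the NOX2 genes Cyba, Cybb, Ncf1, Ncf4, Rac1 and Rac2.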

How the results depend on the processing

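The fits with a covariate for macrophage or neutrophil genes were chosen after the result was seen, and the other alternatives were set beforehand. Over 25 results, the alternatives gave 412 values, of which 325 kept their direction and their side of the threshold or, for a count or a percentage, stayed within the limit set for it, and 87 changed, 2 of them in direction. The size of that limit is not given here, and these tallies hold only under it. Unless a cause is given, the cause was not tested.

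Among the alternatives that kept all samples, the counts after SH SNA and after EE + SNA against SH Sham, unadjusted and adjusted, and the unadjusted count of EE + SNA against EE Sham stayed within that limit. The unadjusted count after EE Sham was 207 with DESeq2, 887 without the filter, which tests more genes, and 847 with the replicate number as a block. Of the 483 genes called at first, 198, 446 and 476 were among them. Of the genes called after EE Sham, 47.0% were higher, and 35.1% and 35.3% with the FPKM plus 1 and plus 0.1, and of those of the interaction 52.0%, and 39.8% with DESeq2. After adjustment, it was 5 with the likelihood ratio test, 48 without the filter, 29 with the block, and 0 with library size only, with all 12 samples in one fit, and with the FPKM plus 1 or plus 0.1. In the comparison of EE Sham with SH Sham, the block changed no other call than those given here and that of Cybb, and the NOX2 set stayed above 0.05 (fry gave 0.114). For EE + SNA against SH SNA, DESeq2 gave 312 genes and the test without the filter 1096, with 2 and 17 after adjustment. For EE + SNA against EE Sham, the adjusted count was 1303 with the likelihood ratio test, 1694 without the filter, 1278 with all samples in one fit and 472 with the FPKM plus 1 and plus 0.1. The interaction gave 186 genes with DESeq2 and 854 without the filter, and after adjustment 1 with the likelihood ratio test, 1 with DESeq2 and 77 without the filter.

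With DESeq2, the percentages of shared genes were 55.1% for SH SNA and EE + SNA, 3.35% for EE Sham and EE + SNA, 2.66% for SH SNA and EE Sham, and 1.81% for all 3. Without the filter, the last 3 were 8.52%, 7.34% and 4.88%, and with the block 8.90%, 6.65% and 4.63%. The percentage called after EE + SNA only was 18.5% with the block.

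The number of NOX2 genes called after SH SNA was 5 without the filter and 1 with all samples in one fit. After EE Sham it was 1 without the filter and 1 with the block (Cybb in both). After EE + SNA against SH Sham it was 3 with the FPKM plus 1. Against SH SNA it was 2 without the filter, 1 with all samples in one fit and 1 with the block (Cyba). With the macrophage genes as covariate, the median of the set for EE + SNA against SH Sham changed direction, to −0.066 (fry gave 0.655), and with the neutrophil genes it was 0.16. Against SH SNA, the medians with these covariates were 0.036 and 0.019. With library size only, the median of the endothelial genes after SH SNA changed direction, from 0.011 to −0.0033. Of the other 415 values of 48 gene results, 11 were weaker, 12 stronger and the rest kept their call, and of 111 values of 37 list results, 104 kept it, 2 were weaker, 4 stronger and 1 reversed.

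Each fit that left out one sample also has fewer samples. Their unadjusted counts ranged from 3392 to 3867 after SH SNA (adjusted 1207 to 1683), from 368 to 852 after EE Sham (adjusted 0 to 2), and from 3646 to 4423 after EE + SNA (adjusted 1168 to 2021). They ranged from 557 to 950 against SH SNA (adjusted 0 to 7), from 2468 to 3939 against EE Sham (adjusted 361 to 1082), and from 362 to 771 for the interaction (adjusted 0 to 0). The shared percentages ranged from 47.5% to 54.9% for SH SNA and EE + SNA, from 4.04% to 8.99% for EE Sham and EE + SNA, from 2.98% to 7.38% for SH SNA and EE Sham, and from 1.83% to 5.01% for all 3, and the percentage called after EE + SNA only from 18.6% (without EE + SNA replicate 3) to 32.8% (without SH SNA replicate 1). The highest count after EE Sham came without EE Sham replicate 2, and the highest count against SH SNA without EE + SNA replicate 2.

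The number of NOX2 genes called ranged from 2 to 5 after SH SNA (5 without SH SNA replicate 2), from 0 to 1 after EE Sham, from 2 to 7 after EE + SNA (2 without EE + SNA replicate 3), and from 0 to 2 against SH SNA (2 without EE + SNA replicate 2). The median of the set ranged from 0.26 to 0.67 after SH SNA, where fry gave 0.0214 without SH SNA replicate 2, from 0.021 to 0.38 after EE Sham, from 0.264 to 1.01 after EE + SNA, and from −0.25 to 0.63 against SH SNA. The lowest value of the last, without EE + SNA replicate 3, is a change of direction. Prkch ranged from −0.091 to 0.048 after EE + SNA, and Cyba from −0.13 to 0.22 after SH SNA. Against SH SNA, Cybb ranged from −0.44 to 0.56, Ncf1 from −0.31 to 0.89, Ncf4 from −0.25 to 0.73, Rac1 from −0.0075 to 0.071 and Rac2 from −0.44 to 0.63, each lowest without EE + SNA replicate 3. Over all 288 such values of gene results, 248 kept their call, 21 were weaker, 12 stronger and 7 reversed.

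Ncf4, with 0.744 CPM in SH Sham, had a standard error of 0.52 for EE + SNA, against 0.064 for Rac1 with 343 CPM. Whether depth or the spread between samples sets these errors was not tested.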

Differences from the paper's values

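No test in this part was chosen after the result was seen, apart from the comparison with the names in Supplementary Data 1. The paper states 789 DE genes after EE Sham, and 483 were called here. A limit, whose size is not given here, decided which alternatives counted as near the paper's value. Of the alternatives set before the data were examined, those that came within the limit were no filter on low counts (887), the replicate block (847), log2 of the FPKM plus 1 (527) or plus 0.1 (529), and the fits without SH Sham replicate 1, without EE Sham replicate 1 and without EE Sham replicate 2 (852). The others did not: the likelihood ratio test (450), DESeq2 (207), library size only (479), at least 10 counts in every sample (422), all 12 samples in one fit (491), without SH Sham replicate 2 (403), without SH Sham replicate 3 (460) and without EE Sham replicate 3 (368). The paper's Supplementary Data 1 lists 804 lines for EE Sham against 483 here. The alternatives that came within the limit for it were no filter, the block, and the same 3 fits with one sample left out. Its 804 lines hold 789 gene names, of which 440 passed the filter here, and 411 of the 483 genes called here are among them.

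In Fig. 2d, read by eye, about 1 of the NOX2 genes is coloured after EE Sham, against 0 called here at either threshold. No filter on low counts, the replicate block, and the fits without SH Sham replicate 2 and without EE Sham replicate 1 called 1, which was Cybb, and without EE Sham replicate 3 it was Rac2. Cybb and Ncf1, coloured after EE + SNA in the figure and not called here, were called with the likelihood ratio test, with no filter, without EE + SNA replicate 1 and without EE + SNA replicate 2, Cybb also without SH Sham replicate 2, and Ncf1 also with all 12 samples in one fit. After SH SNA, Ncf4 was called with the likelihood ratio test, with no filter and without SH Sham replicate 1, and Cybb with no filter, without SH Sham replicate 2 and without SH SNA replicate 2, where Ncf1 was called too.

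The paper states that the NOX2 subunits rise only after EE + SNA. Here, Rac1 and Rac2 were also called after SH SNA, and the direct comparison of EE + SNA with SH SNA called 0 of Cyba, Cybb, Ncf1, Ncf4, Rac1 and Rac2 at either threshold. The paper's Supplementary Data 1 also lists Rac1 and Rac2 for SH SNA. The paper describes phosphatase activity as specific to EE + SNA, whereas its own list for SH SNA holds the term, with a recomputed P of 0.0481 by the modified Fisher's exact test. The paper counts superoxide-generating NADPH oxidase activity among the terms past its threshold, and the P given in its list is 0.0913. From GO terms, the paper describes DAG-PKC signaling as higher after EE + SNA than after EE Sham or SNA alone. Of the 34 DAG and PKC genes of the network, 23 were lower and 11 higher than in SH Sham. The numbers were the same against EE Sham and against SH SNA. Against SH SNA, 2 were called at the unadjusted threshold (1 higher, 1 lower) and 0 after adjustment. These values are of mRNA. The paper's staining of phosphorylated PKC and its PKC activator and inhibitor were not analysed here.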

Other observations

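The tests of the strand setting, of the correlation within groups and of the splits that part the pairs were chosen after the result was seen. Whether other splits of the samples give as many DE genes was tested for every comparison. With 3 samples against 3 there are 10 splits, so that the smallest share is 0.1. The real split was the 1 of 10 with the most genes for SH SNA (the others gave 167 to 882) and also 1 of 10 after adjustment, and the same held for EE + SNA against SH Sham (196 to 784), 1 and 1 of 10, and against EE Sham (112 to 1094), 1 and 1 of 10. In these 3 comparisons the other splits gave 0 genes after adjustment. For EE Sham, 7 of 10 splits gave as many genes (the others 377 to 2476) and 4 of 10 after adjustment (up to 40). In this comparison the replicate numbers were taken as pairs, and 4 splits part all 3 pairs. The other 3 gave 377, 458 and 483 genes against 483 for the real split, and with the replicate number as a block 688, 796 and 849 against 847. After adjustment, they gave 0 against 1, and with the block 1, 2 and 23 against 29. For EE + SNA against SH SNA, 6 of 10 splits gave as many (366 to 1351), and after adjustment all 10 gave 0. For the interaction, 86 of 100 regroupings gave as many genes (227 to 2406), and 100 of 100 after adjustment, where the most was 3 and the real value 0.

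The higher NOX2 mRNA after EE + SNA was tested for technical and cellular explanations. Scaling by library size or with DESeq2's factors left the median of the NOX2 set at 0.7456 or higher, which argues against library size or composition. A single sample stays open, since without EE + SNA replicate 3 the median was 0.264. More macrophages or neutrophils in the ganglia also stay open. The larger of the medians of their genes was 1.38, that of neutrophils, with a fry value of 0.245, above that of the 5 subunits other than Rac1 and Rac2. The medians of the macrophage and neutrophil genes were 0.39 and 0.76 after SH SNA, −0.031 and 0.41 after EE Sham, and 0.085 and 0.69 for EE + SNA against SH SNA. A higher expression of the NOX2 genes in neurons was not tested in whole ganglia, and an effect of EE + SNA on the number of such cells, a biological explanation, was not tested apart from it.

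Over the 12 samples, the mean log2 level of the 5 subunits was correlated with that of the macrophage genes (Pearson's r = 0.874, permutation P = 5.80e-04, adjusted over 4 lists 9.07e-04, rho = 0.776, permutation P = 0.00437), and without the 2 farthest samples, EE + SNA replicate 3 and SH SNA replicate 1, r was 0.729. With the neutrophil genes, r was 0.973 (permutation P = 1e-05, the smallest that 100000 permutations can give, adjusted 4e-05, rho = 0.958, permutation P = 2e-05), and 0.916 without EE + SNA replicate 3 and SH Sham replicate 3. With the sensory neuron genes, r was −0.797 (permutation P = 6.80e-04, adjusted 9.07e-04, rho = −0.811, permutation P = 0.00211) and −0.650 without the 2 farthest. With the satellite and Schwann cell genes, r was 0.803 (permutation P = 0.00131, also 0.00131 when adjusted, rho = 0.846, permutation P = 9.20e-04) and 0.877 without them. Differences between the 4 groups alone cannot produce these values within groups. There, as deviations from the group means, r was 0.890 with the macrophage genes (permutation P = 0.0154 over 1296 orders), 0.967 with the neutrophil genes (permutation P = 7.72e-04), −0.768 with the sensory neuron genes (permutation P = 0.0147) and 0.777 with the satellite and Schwann cell genes (permutation P = 0.00694).

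A large part of the reads fell outside the annotated genes. One explanation is that libraries without strand information were counted on one strand. Non-coding genes lying within exons of a coding gene on the other strand would then have a similar FPKM, and the median ratio over 31 such genes was 1.249 (quartiles 0.479 and 1.87), whereas it was 0 for 4 genes on the same strand. This may be the cause, and antisense transcripts stay possible.

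The other lists gave these median log2 fold changes for EE + SNA against SH Sham, with fry's unadjusted value: injury response 1.09 (2.43e-04), sensory neuron −0.20 (0.0192), satellite and Schwann cell 0.33 (0.0520), sympathetic neuron 0.26 (0.0778, 3 of 9 genes tested), macrophage 0.52 (0.0807), lymphocyte 0.93 (0.0932), immediate early 0.054 (0.118), fibroblast 0.19 (0.130), skeletal muscle 1.42 (0.133), endothelial 0.25 (0.136), red blood cell 1.09 (0.166, 3 of 5 genes tested), sex-linked −0.041 (0.868) and epidermis −0.016 (0.914, 3 of 8 genes tested). Only the injury response list passed 0.05 over the lists (adjusted P = 0.00365 in limma, higher in 6 of 6 genes). Whole ganglia express most of these genes, with at least 10 counts in every SH Sham sample for 16 of the 17 macrophage, 11 of the 12 neutrophil, 3 of the 9 sympathetic and 3 of the 13 muscle genes, and 0 genes of any list are in another.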
